# Highly conserved molecular pathways, including Wnt signaling, promote functional recovery from spinal cord injury in lampreys

**DOI:** 10.1038/s41598-017-18757-1

**Published:** 2018-01-15

**Authors:** Paige E. Herman, Angelos Papatheodorou, Stephanie A. Bryant, Courtney K. M. Waterbury, Joseph R. Herdy, Anthony A. Arcese, Joseph D. Buxbaum, Jeramiah J. Smith, Jennifer R. Morgan, Ona Bloom

## Abstract

In mammals, spinal cord injury (SCI) leads to dramatic losses in neurons and synaptic connections, and consequently function. Unlike mammals, lampreys are vertebrates that undergo spontaneous regeneration and achieve functional recovery after SCI. Therefore our goal was to determine the complete transcriptional responses that occur after SCI in lampreys and to identify deeply conserved pathways that promote regeneration. We performed RNA-Seq on lamprey spinal cord and brain throughout the course of functional recovery. We describe complex transcriptional responses in the injured spinal cord, and somewhat surprisingly, also in the brain. Transcriptional responses to SCI in lampreys included transcription factor networks that promote peripheral nerve regeneration in mammals such as Atf3 and Jun. Furthermore, a number of highly conserved axon guidance, extracellular matrix, and proliferation genes were also differentially expressed after SCI in lampreys. Strikingly, ~3% of differentially expressed transcripts belonged to the Wnt pathways. These included members of the Wnt and Frizzled gene families, and genes involved in downstream signaling. Pharmacological inhibition of Wnt signaling inhibited functional recovery, confirming a critical role for this pathway. These data indicate that molecular signals present in mammals are also involved in regeneration in lampreys, supporting translational relevance of the model.

## Introduction

A fundamental question in regenerative biology is why some organisms can regenerate their central nervous system (CNS), while others cannot^1^. Unlike mammals, lampreys, fishes, amphibians, and reptiles exhibit robust spontaneous regeneration and functional recovery after SCI^2–4^. The mammalian peripheral nervous system (PNS) also regenerates after injury^5^, and intraspinal neurons in mammals can do so when provided a permissive environment, such as a peripheral nerve bridge or growth factors^6–9^. However, the conserved molecular pathways that promote successful regeneration are unclear^10^.

We therefore set out to identify deeply conserved pro-regenerative pathways by determining the gene expression changes that occur after SCI in lampreys. The lamprey is a member of an ancient vertebrate lineage that diverged from a common ancestor of humans ~550 million years ago^11–13^. Despite this evolutionary distance, recent sequencing of the lamprey genome revealed molecular pathways that are conserved with mammals, including genes related to axon guidance and regeneration, synaptic transmission, neural patterning and neurodegeneration^12^. The organization of the lamprey CNS is highly analogous to human and other jawed vertebrates^14,15^. Remarkably, lampreys recover locomotor function (*e.g*. swimming) within 12 weeks after a complete spinal cord transection, which is supported by repair of the spinal lesion, axon regeneration, and synapse formation^16–20^ (Video S1). To better understand the molecular pathways supporting successful functional recovery, we used RNA-Seq to determine transcriptional profiles in spinal cord of lampreys after SCI. Because many of the regenerating descending axons extend from cell bodies located in the brain, we also profiled the supraspinal transcriptional responses in order to determine their contributions to the recovery process. We identified complex transcriptional responses in both spinal cord and brain throughout the 12 weeks after injury, including a number of expression changes mapping to the Wnt pathway, and used pharmacological blockade of Wnt signaling to demonstrate its critical importance in functional recovery.

## Results

### Spinal Cord Regeneration in Lampreys

The lamprey CNS contains many homologous structures that are shared with mammals, including a tripartite brain and spinal cord with motor and sensory circuits (Fig. 1a)^14,21–23^. Within the spinal cord are ~1200 reticulospinal (RS) axons, originating from somata in the midbrain and hindbrain, comprising the major descending pathway for initiating locomotion (Fig. 1a)^24^. Spinal cord transection severs all axons, leading to paralysis below the lesion that typically lasts 1–2 weeks (Fig. 1a,b; Video S1)^16–20^. Over the next 10–12 weeks post injury (wpi), lampreys spontaneously recover nearly normal swimming behaviors, which can be described via a quantitative scoring system, where 1 corresponds to an ability to curve into a “C” or “S” shape without translation to forward motion, 2 corresponds to an ability to achieve brief abnormal swimming, 3 corresponds to persistent but abnormal swimming and 4 is normal swimming. (Fig. 1b,c; Video S1) (n = 25–66 animals per time point; R^2^ = 0.97; t_1/2_ = 3.43 ± 0.12 weeks)^18,25^. Animals that reach stage 4 are considered to have achieved full functional recovery. This functional recovery is supported by lesion repair, regeneration of descending and ascending axons, and proliferation of cells that give rise to new neurons and glia^16,18,20,26–29^. Figure 1d shows the basic cytoarchitecture of the spinal cord during recovery from SCI, as initially shown by Rovainen^16^. Previously, it has been shown that ~50% of RS axons regenerate beyond the lesion and form synapses with appropriate postsynaptic targets^17,18^. In the brain, SCI triggers cell death and also regeneration of subpopulations of neurons with descending axons, as well as neurite sprouting from uninjured neurons^30–32^.

**Figure 1:**
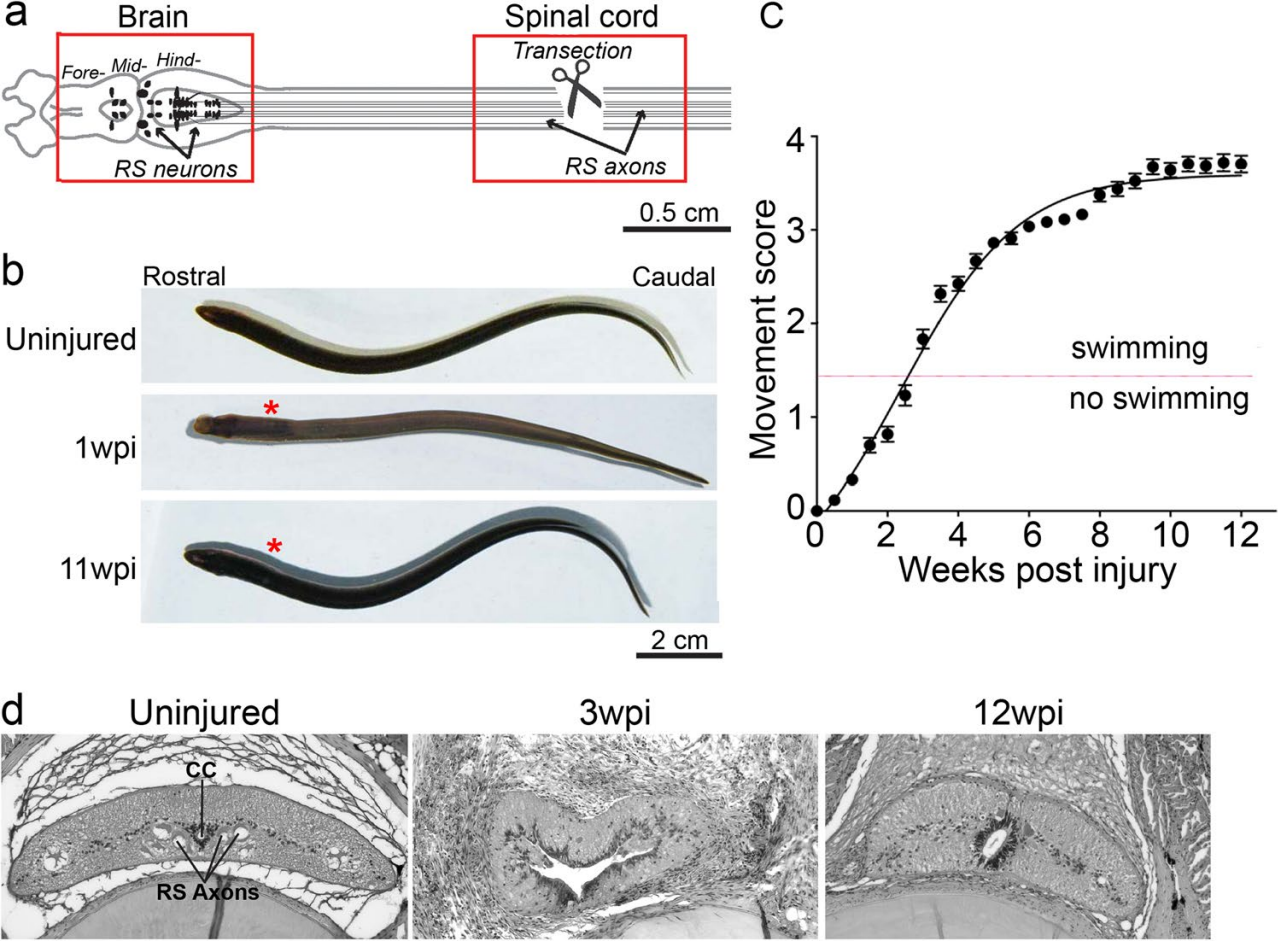
Robust functional recovery after complete spinal cord transection in lampreys. (**a**) Diagram of lamprey brain and spinal cord showing location of transection site and tissues collected for molecular profiling (red boxes). Somata of RS neurons (arrows) reside in the midbrain and hindbrain, and their axons (black lines) extend the length of the spinal cord. (**b**) Images of uninjured lampreys and at 1wpi and 11wpi. Asterisks indicate lesion site. (**c**) Quantitative scale of functional recovery (i.e. swimming): Movement scores are as described fully in^18^: 0-paralysis); 1-head wiggle only; 2-brief, abnormal swimming; 3-persistent swimming with abnormal body shape; 4-apparently normal swimming. Data points represent mean ± SEM (n = 27–66 animals per data point). (**d**) Histological sections of lamprey spinal cord from uninjured, 3wpi, and 12wpi demonstrating cytological changes during the recovery from SCI. CC = central canal, RS axons = reticulospinal axons.

### Differential Expression and Enrichment Analysis of Molecular Pathways during Spinal Cord Regeneration and Functional Recovery in Lamprey

Uninjured spinal cord tissues contain many neuronal subtypes (e.g. motoneurons, sensory neurons, interneurons) and glia (e.g. ependymal cells, microglia/macrophages). In addition, we know that injury induces ependymal cells and microglia/macrophages to accumulate at the lesion site^28,33–35^, though the relative proportions of these and other cell types at each post-injury time point are unknown. Brain tissue contained somata of axotomized neurons with descending axons, as well as other neurons and glia that were not injured directly, but that respond to the injured state. Cell proliferation and neurite sprouting have also been reported in the lamprey brain after SCI^28,32^. 

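Cutting the spinal cord changes gene activity at the lesion, where cells divide, die and lay down matrix, and in the brain, where the cell bodies of the severed descending axons lie. RNA from the cord around the lesion and from whole brain without the olfactory lobes was read in 22 libraries, 11 of each tissue. Each tissue has 1 library from uninjured animals and 1 library at each of 10 times, from 6 hours post-injury (6hpi) over 1 and 3 days (1dpi, 3dpi) and 1, 2, 3, 4, 5 and 6 weeks to 12 weeks (1wpi to 12wpi). A library is a pool of 6 animals by the paper's methods and of 4 to 6 animals by the deposited description. No condition has replicates, so a single time point carries no p-value here. Cord and brain of a time point came from the same animals. The authors' counts, RSEM expected counts over gene models and a ribosomal RNA sequence, summed to between 14221837 (6hpi) and 67289650 (uninjured) per spinal cord library, with a median of 40909708. Brain libraries held 30837867 (1dpi) to 54067713 (12wpi) counts, with a median of 38040369. The paper reports a mean of 135742182 reads per time point in spinal cord and 139024579 in brain; the values here use the counts. The ribosomal RNA sequence took 2.2% to 11.61% of the counts in cord and 2.06% to 14.63% in brain and was left out of the library sizes. Gene models with at least 1 CPM (counts scaled to the size of the library) in at least 3 of the 11 libraries of a tissue were kept, 15605 in cord and 15444 in brain. Counts were normalized by TMM in edgeR, and log2-fold changes against the uninjured library of the same tissue were taken from log2 CPM with a prior count of 2. Libraries are named by their deposited labels. In the libraries labelled 1dpi and 6wpi, many genes that part cord from brain at the other time points stood at the level of the other tissue, so results are also given without these libraries.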

To obtain gene expression profiles accompanying successful spinal cord regeneration and functional recovery in lampreys, we performed RNA-Seq on cDNA libraries generated from spinal cord tissue (1 cm) surrounding the lesion site in controls and at ten time points after SCI, ranging from 6 hours to 12 weeks, and in parallel, from brains of the same animals (Fig. 1a; boxes). 

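A gene model is the predicted transcript of a gene; its identifier begins with PMZ, and the files give no coordinates for it. The authors' deposited RSEM tables for 12wpi hold expected counts for gene models and 1 ribosomal RNA sequence only, in 24272 rows. Their tables for the other 20 libraries have 170147 rows, most of them assembled contigs, which the paper's text and the sample labels do not mention. The contigs took 75.1% to 81.6% of the counts and the gene models 15.5% to 23.4%, so the counts of a model in those tables cannot be set beside those of 12wpi. The authors' deposited EBSeq tables were made from counts without the contigs, over the rows of the 12wpi tables. These counts were recovered from the EBSeq ratios of uninjured to injured levels, with the 12wpi table as the known member of each pair, and at least 99.992% of the recovered values in each library fell on the 0.01 grid of RSEM's rounding. Recovered counts, rounded to whole numbers, are the values used throughout. Across models with at least 50 counts, which are not independent replicates, they correlated with the deposited contig-based counts at Spearman's rho between 0.757 and 0.803.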

RNA-Seq reads were mapped to annotated gene models from the published lamprey genome assembly (https://genome.ucsc.edu/cgi-bin/hgGateway?db=petMar2)^12^. Standardized expression values for all gene models are reported separately for each time point in brain and spinal cord (see Supplementary Table S1). 

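The copy of Table S1 held here is cut off after the first 1988 gene models. TPM made from the recovered counts were compared with the TPM of this table for 348 to 851 models per library above a low level, and all of them lay within 0.5%, with a largest deviation of 0.249%. Gene symbols come from the paper's supplementary tables. They name 5027 models, 1349 from Table S1 and 3678 from the other tables, and 3264 of them by a match to a vertebrate gene. Most of the 3678 are in Table S3, of which the part used here lists transcripts that EBSeq called between 6hpi and 1wpi, so named models lean towards those that changed in the first week, and gene lists are compared only with other named models. Where Table S1 and Table S3 (6hpi to 1wpi) both name a model, 446 of 472 symbols were the same.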

To confirm homology-based annotations for selected key genes within this study, we performed new BLAST searches for several annotated homologs of human genes that are typically associated with regeneration, proliferation and cell death in mammals. These genes shared ~40–96% amino acid identity and high similarity (50–99% positives, which also include features like charge conservation), with the closest (presumptively orthologous) vertebrate sequence (see Supplementary Table S2).

To determine broad patterns of transcript expression following SCI, we used 2-way hierarchical clustering of expression profiles of spinal cord and brain. 

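Clustering places libraries with similar levels across all transcripts on the same branch. The 11 libraries of each tissue were clustered by Ward's method on Euclidean distances of log2(TPM + 1) over all gene models. The paper's text names the Ward method and JMP but not the transformation of the values, so 5 other choices of scale and linkage were tried. Of these, only the choices with each gene standardized and with log2 CPM were limited to the kept models. In distances of log2 CPM, the closest pair in cord was 1wpi and 2wpi at 61.7, and the library farthest from its nearest neighbour was 6hpi, at 98.9 from 5wpi. In brain the closest pair was 1wpi and 2wpi at 48.7, and the libraries farthest from any other were 1dpi and 6wpi, at 93.4 from each other.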

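The uninjured library is the reference for every change after injury, so its own place decides what counts as a response. In spinal cord the first division set uninjured, 1dpi, 3wpi and 6wpi apart from the other 7 libraries, and uninjured was joined first by 3wpi. In brain it set uninjured, 1dpi and 6wpi apart from the other 8 libraries. Of the injured brain libraries, uninjured there shared its branch only with 1dpi and 6wpi, whose tissue markers stood at the cord level. With TPM on no log scale the uninjured library stood alone in both tissues; in each of the other 4 alternatives it shared a branch with at least 1 injured library before the last merge. In log2 CPM the injured library nearest to uninjured was 3wpi in both tissues, at a distance of 86.3 in cord and 81.2 in brain. Transcripts whose mean level after injury lies apart from the uninjured library were sought with edgeR's quasi-likelihood test of the 10 injured libraries against the uninjured one. The test does not ask for a difference at every time, and it assumes that the uninjured library varies as the injured ones do. In spinal cord 54 of 15605 models passed an adjusted p of 0.05 from edgeR, all 54 lower after injury, and 1020 passed the unadjusted p. In brain 180 of 15444 passed, 2 higher and 178 lower, and 1608 passed the unadjusted p. With DESeq2 134 models passed in cord (36 higher) and 477 in brain (143 higher). These counts moved with single libraries. In cord it was 161 without 3wpi and 96 without 1dpi, but 24 to 28 without 6hpi, 3dpi, 1wpi, 5wpi, 6wpi or 12wpi. In brain it was 553 without 1dpi, 111 without 5wpi and 103 without 2wpi. Without both 1dpi and 6wpi it was 862 in brain, 222 of them higher, and 37 in cord, all lower. PRG4 (PMZ_0001835-RA), which encodes a lubricating proteoglycan, was among the 5 named models with the largest decrease in both tissues, with an edgeR log2-fold change of -3.54 in cord (standard error 0.439, adjusted p = 0.00647 from edgeR) and -3.51 in brain (standard error 0.553, adjusted p = 0.00783 from edgeR). The higher models in brain were NAT13 (PMZ_0003892-RA), at 1.19 (standard error 0.259, adjusted p = 0.0464 from edgeR), and the unnamed PMZ_0023476-RA, named here after its value was seen, at 2.57 (standard error 0.479, adjusted p = 0.0205 from edgeR). These standard errors and p-values take their spread from the injured libraries and hold only if uninjured animals vary as much. The other large decreases carry symbols shared by many models, such as ANO5 with 11, FN3KRP with 9 and TRIM54 with 13, and reads may be divided among such copies.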

In both tissues, the gene expression profiles of the uninjured condition clustered separately from all time points obtained post injury (Fig. 2a,b). 

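If recovery sets the profiles in order, libraries close in time should be close in expression. Distances between the 10 injured spinal cord profiles in log2 CPM were compared with differences in log2 hours after injury by a Mantel correlation. It was 0.444 (permutation p = 0.0431, one-sided, 100000 permutations of the time points). The p-value depended on the measure and on single libraries. With Spearman distances the correlation was 0.376 (permutation p = 0.0889). With log2(TPM + 1) it was 0.407 (permutation p = 0.0511), and with the rank of time 0.259 (permutation p = 0.0777). The correlation was 0.577 without 6hpi (permutation p = 0.0168), 0.566 without 1dpi (permutation p = 0.00168) and 0.509 without 3dpi (permutation p = 0.0447). Leaving out 1wpi, 2wpi, 3wpi, 4wpi, 5wpi, 6wpi or 12wpi in turn gave 0.342 (without 4wpi) to 0.458 (without 6wpi) with permutation p-values of 0.0514 to 0.0853. Without both the 1dpi and the 6wpi library the correlation was 0.59 (permutation p = 0.00423). In the clustering, 1wpi joined 2wpi, 4wpi joined 5wpi, and these pairs then joined each other, while 3dpi joined 12wpi and 1dpi joined 6wpi. The acute libraries of 6hpi, 1dpi and 3dpi were not on a branch of their own under the main setting.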

In the spinal cord, the clustering of expression profiles reflected progression through the time course of functional recovery, such that acute time points (6hpi to 3dpi) clustered separately from later time points (3 to 12wpi) (Fig. 2a). In contrast, hierarchical clustering of gene expression profiles in brain did not similarly reflect the progression through the time course of functional recovery (Fig. 2b). 

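For the 10 injured brain profiles the Mantel correlation with time was 0.198 (permutation p = 0.159, one-sided). It rose to 0.445 (permutation p = 0.0165) when the libraries labelled 1dpi and 6wpi were both left out, and it was 0.102 (without 1dpi) to 0.446 (without 6hpi) when single libraries were left out. The difference between the tissues, tested with profiles centred within each tissue, was 0.223 (exact permutation p = 0.428, two-sided, over all swaps of cord and brain within time points). A difference in time order between cord and brain was therefore not detected in these libraries. From the order of the branches (Fig. 2a,b) the paper states that profiles followed the course of recovery in spinal cord and not in brain.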

Notably, expression profiles at 1dpi and 6wpi formed a separate, distinct cluster. 

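Genes that mark spinal cord or brain show which tissue an RNA sample came from, since cord and brain keep different neurons and positional genes throughout recovery. Markers were taken from the other 9 conditions as models whose lowest level in 1 tissue exceeded the highest in the other by more than 1 on the log2 scale, which gave 85 cord markers and 181 brain markers. Of these 266 markers, 0.8% lay nearer the cord mean in the library labelled spinal cord 1dpi and 97.4% in the library labelled brain 1dpi. In the library labelled brain 6wpi it was 99.6%, and in the library labelled spinal cord 6wpi 32.0%. With each of the other time points judged by markers from the remaining libraries, at least 91.7% of the markers lay nearer cord in every cord library and at most 1.8% in every brain library. Cholecystokinin (CCK, PMZ_0001044-RA), a neuropeptide of the brain, had 5.61 CPM in uninjured cord and 154 CPM in uninjured brain. It had 227 CPM in the library labelled spinal cord 1dpi and 179 CPM in that labelled spinal cord 6wpi, against 4.1 CPM and 4.24 CPM in those labelled brain 1dpi and 6wpi. The trunk gene HOXD9 (PMZ_0001980-RA) had 1.85 CPM in uninjured cord and no counts in uninjured brain, but 0.0417 CPM and 3.86 CPM in the libraries labelled spinal cord and brain 1dpi, and 1.09 CPM and 2.3 CPM in those of 6wpi. The 1dpi and 6wpi libraries formed a branch of 2 in brain under all 6 settings of the clustering, and in cord under 4 of 6. Among transcripts called higher in the authors' deposited table, the share that was also at least 2-fold higher in the other tissue when uninjured was 50.1% at 1dpi and 63.5% at 6wpi in brain, against 16.5% to 32.0% at the other times. In cord it was 68.8% and 71.6%, against 13.3% to 20.0%. Among transcripts called lower, the share at least 2-fold lower in the other tissue was 51.4% at 1dpi and 32.2% at 6wpi in brain, against 9.8% to 12.4%, and 43.4% at 1dpi in cord, while the 8.8% at 6wpi in cord lay within the 4.8% to 9.1% of the other times.

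**Figure D1:**
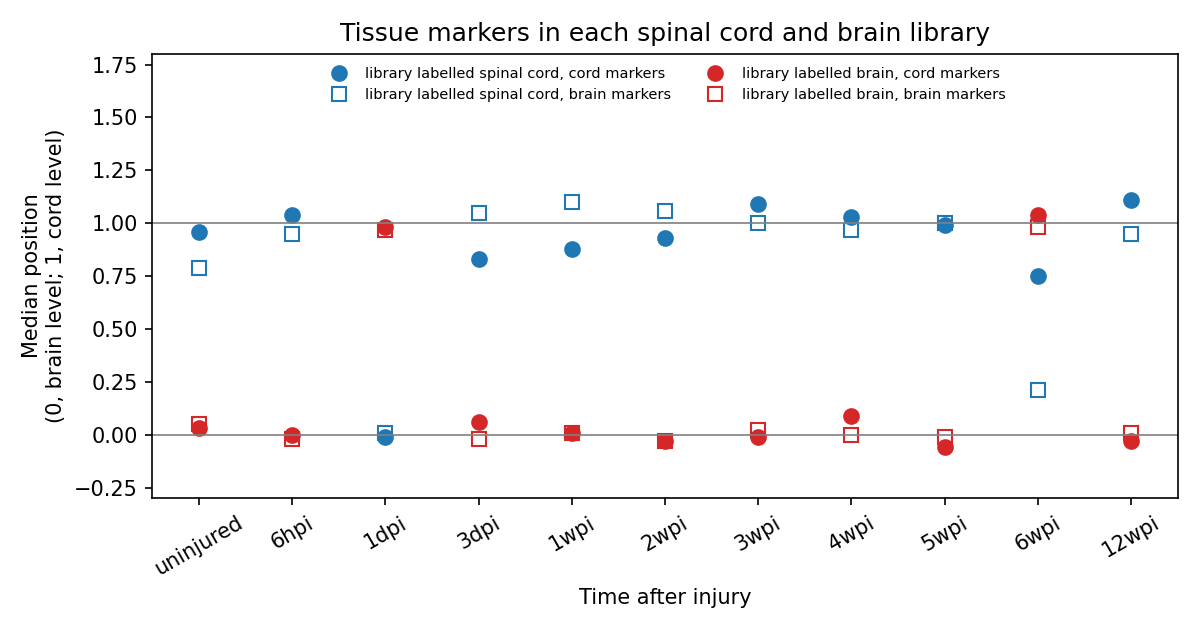
Median position of the tissue markers in each of the 22 libraries, by tissue label and time point, on a scale without units on which 0 is the mean of the brain libraries and 1 the mean of the cord libraries. The cord markers of the library labelled spinal cord 1dpi lie at -0.01 and the brain markers of that labelled brain 1dpi at 0.97.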

Transcriptional profiles at 12wpi in both spinal cord and brain clustered with profiles from other post-injury time points, indicating that altered gene expression occurred even in late stages of functional recovery and not a return to the uninjured state (Fig. 2a,b).

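By 12wpi the animals swim almost normally, so the last library asks whether transcription has come back to its starting level. In log2 CPM the 12wpi cord library lay nearest to 5wpi, at a distance of 90.4, and 128.7 from uninjured. The 12wpi brain library lay nearest to 6hpi, at 62.9, and 112.9 from uninjured. In cord 1078 transcripts were at least 2-fold higher at 12wpi than uninjured and 2075 were lower; in brain 396 were higher and 2305 lower. With 1 uninjured pool, a difference shared by all injured libraries cannot be told from something particular to that pool. The paper reasons from the position of 12wpi among the injured profiles that expression had not returned to the uninjured state.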

**Figure 2:**
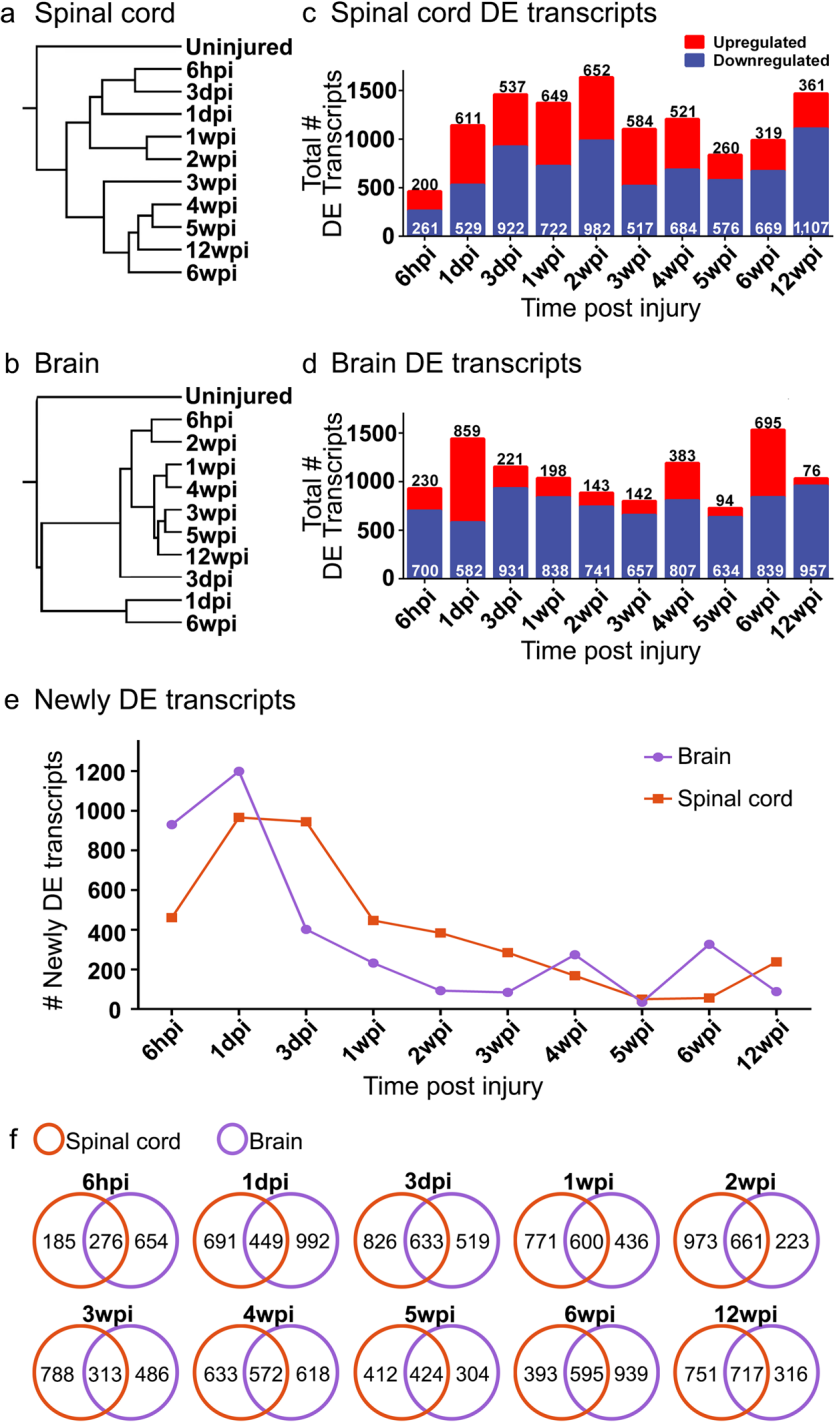
Differential expression of transcripts after spinal cord injury. (**a**,**b**) Dendrograms depict 2-way hierarchical clustering (Ward method) to reveal relationships between transcriptional profiles at experimental time points in spinal cord (**a**) and brain (**b**). The number of transcripts that were differentially expressed is shown for spinal cord (**c**) and brain (**d**). (**e**) Line graphs show number of transcripts that are newly differentially expressed at each time point following injury. (**f**) Venn diagrams show the number of transcripts among differentially expressed transcripts that are shared or unique to spinal cord or brain at each time point. Transcripts corresponding to each panel in F are found in Supplementary Table S3.

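EBSeq gives each transcript a posterior probability of differential expression (PPDE) from counts, here with 1 library against 1. With no replicates the spread has to be estimated from the transcripts themselves, and the probability does not cover differences between animals. The authors' deposited tables hold a PPDE and a ratio of uninjured to injured for each transcript and time point, and their calls at a PPDE of at least 0.95 are given here as the authors'. Beside them stand counts of transcripts at least 2-fold higher or lower than uninjured with at least 1 CPM in the higher library, which are a description and not a test. TMM and DESeq2's RLE size factors left the median log2-fold change of all models within 0.07 of 0. On log2(TPM + 0.5) this median lay at -0.227 at 1wpi, -0.146 at 2wpi, 0.175 at 3wpi and 0.109 at 6wpi in cord, and between -0.136 and -0.272 in brain at 6hpi, 3dpi, 1wpi, 2wpi, 4wpi and 5wpi, so small changes depend on the scale.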

Next, we identified transcripts that were differentially expressed after SCI, relative to the uninjured condition, using EBSeq^36^. These analyses revealed robust and dynamic changes in gene expression in spinal cord and brain throughout the experimental time course (Fig. 2c,d). 

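Many transcripts moved at every time. In the authors' deposited table, EBSeq calls in spinal cord numbered 818 at 6hpi (280 higher, 538 lower), 1631 at 1dpi (813, 818), 2269 at 3dpi (715, 1554), 2169 at 1wpi (916, 1253) and 2566 at 2wpi (898, 1668). They then numbered 1659 at 3wpi (809, 850), 1891 at 4wpi (687, 1204), 1353 at 5wpi (365, 988), 1596 at 6wpi (419, 1177) and 2356 at 12wpi (522, 1834). In brain the authors' calls numbered 1582 at 6hpi (315 higher, 1267 lower), 1966 at 1dpi (1088, 878), 1946 at 3dpi (315, 1631), 1770 at 1wpi (284, 1486) and 1541 at 2wpi (196, 1345). They numbered 1383 at 3wpi (206, 1177), 1944 at 4wpi (487, 1457), 1261 at 5wpi (131, 1130), 2262 at 6wpi (892, 1370) and 1778 at 12wpi (127, 1651). Counted at 2-fold, 1974 (4wpi) to 4064 (3dpi) transcripts differed from uninjured in cord and 1708 (3wpi) to 4665 (1dpi) in brain. In this count on log2 CPM, lower transcripts outnumbered higher ones at all 10 times in both tissues. At 6hpi the cord had 1295 higher and 2182 lower, and the brain 1015 higher and 2682 lower. The balance depends on the scale. On log2(TPM + 0.5) the share of higher transcripts in cord was 60.8% in place of 47.6% at 3wpi and 24.7% in place of 43.5% at 1wpi, and in brain 11.7% in place of 29.4% at 4wpi and 12.9% in place of 27.5% at 6hpi (627 higher, 4233 lower).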

Notably, a distinct wave of newly differentially expressed transcripts was observed during the first week after SCI, corresponding to the onset of wound healing and tissue morphogenesis, but newly differentially expressed transcripts were detected throughout the course of functional recovery (Fig. 2e). This continued even into late stages of functional recovery (12wpi), at which point 238 and 88 newly differentially expressed transcripts were observed in spinal cord and brain, respectively (Fig. 2e; see Supplementary Table S1). Thus, dynamic changes in gene expression persist throughout the time course of recovery after SCI, even at late stages of behavioral recovery. 

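A transcript counts as new at the first time it differs from the uninjured library. With the 2-fold count, 3477 transcripts were new at 6hpi in spinal cord, 2467 at 1dpi, 1462 at 3dpi and 849 at 1wpi, followed by 291 at 2wpi, 296 at 3wpi, 101 at 4wpi, 96 at 5wpi and 304 at 12wpi, with 6wpi between 5wpi and 2wpi. In brain 3697 were new at 6hpi, 3156 at 1dpi, 572 at 3dpi and 247 at 1wpi, followed by 175 at 2wpi, 94 at 3wpi, 289 at 4wpi, 172 at 5wpi, 623 at 6wpi and 122 at 12wpi. At 6hpi every change counts as new, since nothing precedes it. The 3156 at 1dpi and the 623 at 6wpi in brain fall at the libraries whose tissue markers stood at the cord level, and the 2467 at 1dpi in cord at one whose markers stood at the brain level.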

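At 12wpi 361 transcripts in spinal cord and 153 in brain were called for the first time in the authors' deposited table at a PPDE of at least 0.95. At a PPDE of at least 0.99 it was 283 and 117. The 2-fold count gave 304 in cord and 122 in brain.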

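Whether transcripts follow a course over time was tested with edgeR's quasi-likelihood test for a slope on log2 hours over the 10 injured libraries of a tissue. No model passed an adjusted p of 0.05 from edgeR in either tissue; 1305 of 15605 in cord and 1059 of 15444 in brain passed the unadjusted p. DESeq2 called 98 in cord (83 rising, 15 falling) and 22 in brain (7 rising, 15 falling), and limma called 1 in cord and 0 in brain. In simulated counts with the same spread the edgeR test found 92.5% of changes that reached 16-fold over the course in cord and 95.5% in brain, but 29.9% and 43.3% of those that reached 4-fold. The tissue-by-time interaction, which asks whether a slope differs between cord and brain, called 0 of 16538 models with edgeR, 205 at the unadjusted p, and 0 with DESeq2, 272 at the unadjusted p. Both unadjusted counts are under the share of 0.05 that chance alone would give. In simulated counts the edgeR test found 73.1% of changes that reached 16-fold in brain alone and 19.4% of those that reached 4-fold. The 0 therefore does not show that slopes are alike. With single times left out edgeR still called 0, but the count at the unadjusted p depended on the libraries, from 131 without 3wpi to 518 without 6hpi, 625 without 1dpi and 1261 without 6wpi; without both 1dpi and 6wpi it was 741. At least a 2-fold difference from uninjured at all 10 times was seen for 536 transcripts in cord (40 higher, 496 lower) and 589 in brain (18 higher, 571 lower). Without 1dpi and 6wpi these were 640 and 973. All these comparisons share 1 uninjured library. Over the kept models, a filter other than that of the 2-fold counts, a simulated shared control alone gave on average 47.4 higher in cord against 47 measured. In brain it gave 39.4 against 21. For lower models it gave 47.1 against 253 in cord and 40.0 against 237 in brain. The simulated spread was that among all 10 injured libraries, with change over time and the 1dpi and 6wpi libraries included. The simulation therefore cannot show that models higher at all times are absent. The paper concludes from the calls at each time that changes in expression last through recovery.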

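A response found in both tissues can come from a signal that reaches the whole nervous system, and a response in 1 tissue from the cells found there. In the authors' deposited table, 524 transcripts were called in both tissues at 6hpi, 294 in cord only and 1058 in brain only. At 2wpi 1167 were called in both, 1399 in cord only and 374 in brain only, and at 12wpi 1259, 1097 and 519. At 1dpi 649 of the authors' calls were shared, of which 394 went in opposite directions in cord and brain, and at 6wpi 1014 were shared and 159 opposite. At the other times at most 9 were opposite. Tissue markers stood at the level of the other tissue in both 1dpi libraries and in brain 6wpi, and partly so in cord 6wpi. Opposite calls at these times therefore need not be responses to injury. By the 2-fold count, 328 transcripts were higher and 1251 lower in both tissues at 6hpi, where independent changes would give 71.3 and 314.8. At 12wpi 177 were higher and 1422 lower in both, against 23.0 and 249.7. At 1dpi 189 were higher in both, against 193.6, and 981 went in opposite directions. Cord and brain of a time point came from the same animals and each fold uses 1 uninjured pool, so something particular to those animals would give a shared excess as well.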

We observed both shared and tissue-specific responses in expression at all post-injury time points (Fig. 2f; see Supplementary Table S3). This suggests that there are both global transcriptional responses to SCI and more locally tuned responses that reflect intrinsic differences in cell type and varying distances of the spinal cord and brain tissue from the lesion site.

We leveraged functional data from human and mouse to identify likely functions of differentially expressed transcripts using Enrichr, an open bioinformatics platform that utilizes mammalian data^37^. Analysis of statistically enriched (p < 0.05) Gene Ontology (GO) categories encompassing differentially expressed transcripts indicated complex transcriptional responses in spinal cord and brain at most time points after SCI (Fig. 3a–d; see Supplementary Table S4). Broad functional categories of differentially expressed transcripts were related to immune function, extracellular matrix (ECM) remodeling/deposition, development, neuronal function, proliferation, cell death, cytoskeleton, ion channels, metabolism and transcription/translation (Fig. 3a–d). 

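Gene lists for these functions were written before the data were examined, and 33 of 35 had at least 3 named models measured. The lists fixed symbols only. Which models carry a symbol depends mostly on tables of transcripts called in these libraries, so the members lean towards models that changed in the first week. Each list was tested for a shared slope over time with limma's camera at a preset correlation of 0.01, against the 3540 named models in cord and the corresponding set in brain. In spinal cord 4 lists passed an adjusted p of 0.05 from limma's camera, all upward, and these were collagens, notochord and cartilage markers, matrix glycoproteins, and macrophage, microglia and leukocyte markers. In brain 2 lists passed, both downward, which were cholesterol synthesis and the NF-kappa-B pathway. With the correlation estimated from the data, 0 lists passed in cord and 1, cholesterol synthesis, in brain.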

Previous histological studies of lampreys after SCI showed that cell proliferation occurs in the brain and even more so in the spinal cord, and that neuronal death increases in brain by 3wpi^28–31^. 

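Dividing cells express cyclins, kinetochore proteins and mitotic kinases, so these transcripts report proliferation in a tissue. Relative to uninjured, the mean log2-fold change of 44 proliferation models measured in both tissues averaged 0.99 over the 10 times in spinal cord and 0.15 in brain. The difference of 0.84 (SD 0.52 over the time points, n = 10) had the same sign at 10 of 10 times (exact sign-flip permutation p = 0.00195, two-sided). Without 1dpi and 6wpi, whose tissue is in doubt, it was 0.93, at 8 of 8 times (exact permutation p = 0.00781). The difference was largest at 1wpi, with a mean of 2.24 in cord and 0.47 in brain. The test covers spread over time only, since each tissue has 1 uninjured library. In cord the list's median peaked at 2.36 at 1wpi, at percentile 100 of 10000 random lists matched on level, with 39 of 47 models at least 2-fold higher. Cyclin B2 (CCNB2, PMZ_0008007-RA) went from 9.65 CPM to 186 CPM at 1wpi in cord, a log2-fold change of 4.26 (95% counting interval 4.15 to 4.39). NDC80 (PMZ_0020305-RA), of the kinetochore, changed by 5.54 (5.05 to 6.92) on the log2 scale. The slope over time of the list did not pass in cord (adjusted p = 0.163 from limma's camera) or brain (adjusted p = 0.382). Without the 1dpi and 6wpi libraries it fell in both (adjusted p = 0.0046 in cord and 5.48e-07 in brain from limma's camera), and passed in neither when the correlation was estimated. For 14 cell death models the mean was 0.48 in cord and 0.11 in brain, a difference of 0.37 (SD 0.24, n = 10 time points; 9 of 10 times higher in cord; exact sign-flip permutation p = 0.00391). With the models of the paper's own sheet in Table S2 in place of this list the difference was -0.03 (SD 0.88, 8 of 10 times higher in cord, exact permutation p = 0.922). The 2 other times were 1dpi (-2.11) and 6wpi (-1.07), the libraries of doubted tissue, and without them it was 0.36 (8 of 8 times, exact permutation p = 0.00781); this test was chosen after the data were seen. In brain the mean was 0.41 at 6wpi (a library with tissue markers at the cord level), 0.35 at 2wpi and 0.23 at 3wpi, and the median was highest at 2wpi, at 0.5. The death receptor FAS (PMZ_0010558-RA) was at 3.09 (2.73 to 3.64) at 3dpi in cord. Slopes did not pass for cell death (adjusted p = 0.419 in cord and 0.619 in brain, limma's camera) or for the 7 p53 targets (0.238 and 0.0972), which include copies of MDM2, a name held by 4 models that may share reads. The level of the p53 targets was low against the uninjured library. Their medians lay between -5.83 (12wpi) and -0.81 (1dpi) in cord and between -5.66 (1wpi) and -0.16 (1dpi) in brain. At the brain times other than 1dpi they were at percentile 0.0 to 0.1 of matched random lists. A median over 7 models may rest on the copies of MDM2.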

In agreement with these data, here we found that upregulated transcripts related to cell proliferation were more abundant in spinal cord than brain, while those related to cell death peaked in brain at 3wpi (Fig. 3a,b). Evaluation of differentially expressed transcripts using the Kyoto Encyclopedia of Genes and Genomes (KEGG, www.kegg.jp/kegg/kegg1.html) database indicated similar themes related to immune, ECM, development, neurological, and cytoskeletal processes (see Supplementary Table S5). Taken together, these analyses revealed transcriptional changes in broad functional gene categories after SCI in lampreys that have also been observed in other highly regenerative vertebrate species, such as zebrafish and axolotls, as well as in regenerating mammalian PNS^3,38–40^.

**Figure 3:**
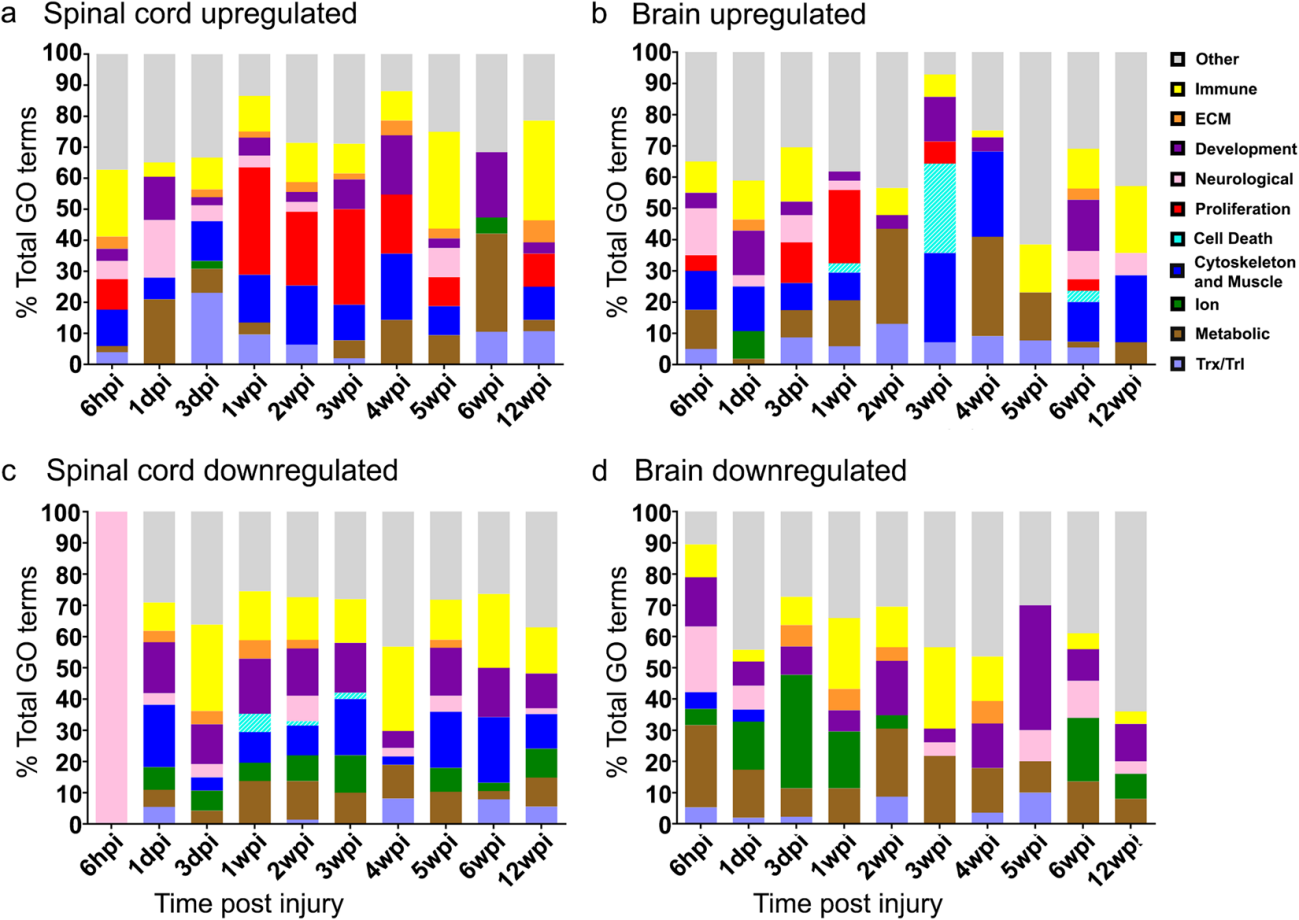
Functions of differentially expressed genes. Stacked bar graphs show the percentages (Y-axis) of significantly enriched categories of GO Biological Process (BP) terms encompassing differentially expressed transcripts that are upregulated (**a**,**b**) or down-regulated (**c**,**d**) in the spinal cord or brain at each time point (p ≤ 0.05). The X-axis indicates the experimental time point. Individual GO terms were manually bundled into larger descriptive groups (see Supplementary Table S4), indicated in the legend.

To identify transcription factor (TF) networks that could potentially coordinate molecular responses to SCI in lampreys, we used TRANSFAC/JASPAR to assign the differentially expressed transcripts to TFs known to regulate expression of mammalian homologues. TF networks that regulate the most highly expressed transcripts in uninjured spinal cord and brain are shown in Supplementary Fig. S1. We then analyzed TF networks regulating differentially expressed transcripts after SCI at 1dpi, 6wpi, and 12wpi, corresponding to acute, intermediate, and late phases of functional recovery (Fig. 4). Enriched TF networks differed between tissues at each time point and changed dramatically over time within each tissue (Fig. 4a,b). Notable TFs whose targets were enriched after SCI included: FOXC1, which has been implicated in embryonic development; NFKB1, a master regulator of the immune system and growth factors, and LEF1, a member of the canonical Wnt pathway, which has been implicated in tissue regeneration in several species (Fig. 4a,b)^41,42^. In addition, 17 TFs with targets enriched amongst differentially expressed genes were previously identified in the mammalian PNS as regeneration-associated genes (RAGs) (Supplemental Table S7), 12 of which are shown in Fig. 4c. Several of these RAGs belong to canonical and non-canonical Wnt signaling pathways (e.g. JUN, LEF1, SMAD) (Fig. 4c)^40–42^. Interestingly, there were 4 RAGs in the TF networks regulating differentially expressed transcripts in both tissues at all ten post-injury time points: CEBPB, GATA2, JUN, and LEF1 (Fig. 4c-red). Other RAGs with targets enriched amongst differentially expressed transcripts included KLF, SMAD, and STAT family members, which also intersect with Wnt signaling pathways^41–43^. These data indicate that the lamprey CNS utilizes highly conserved TF networks and signaling pathways that support neural repair and regeneration in the mammalian PNS and in other non-mammalian vertebrates that regenerate after SCI and suggest a role for Wnt signaling^40,44–48^.

**Figure 4:**
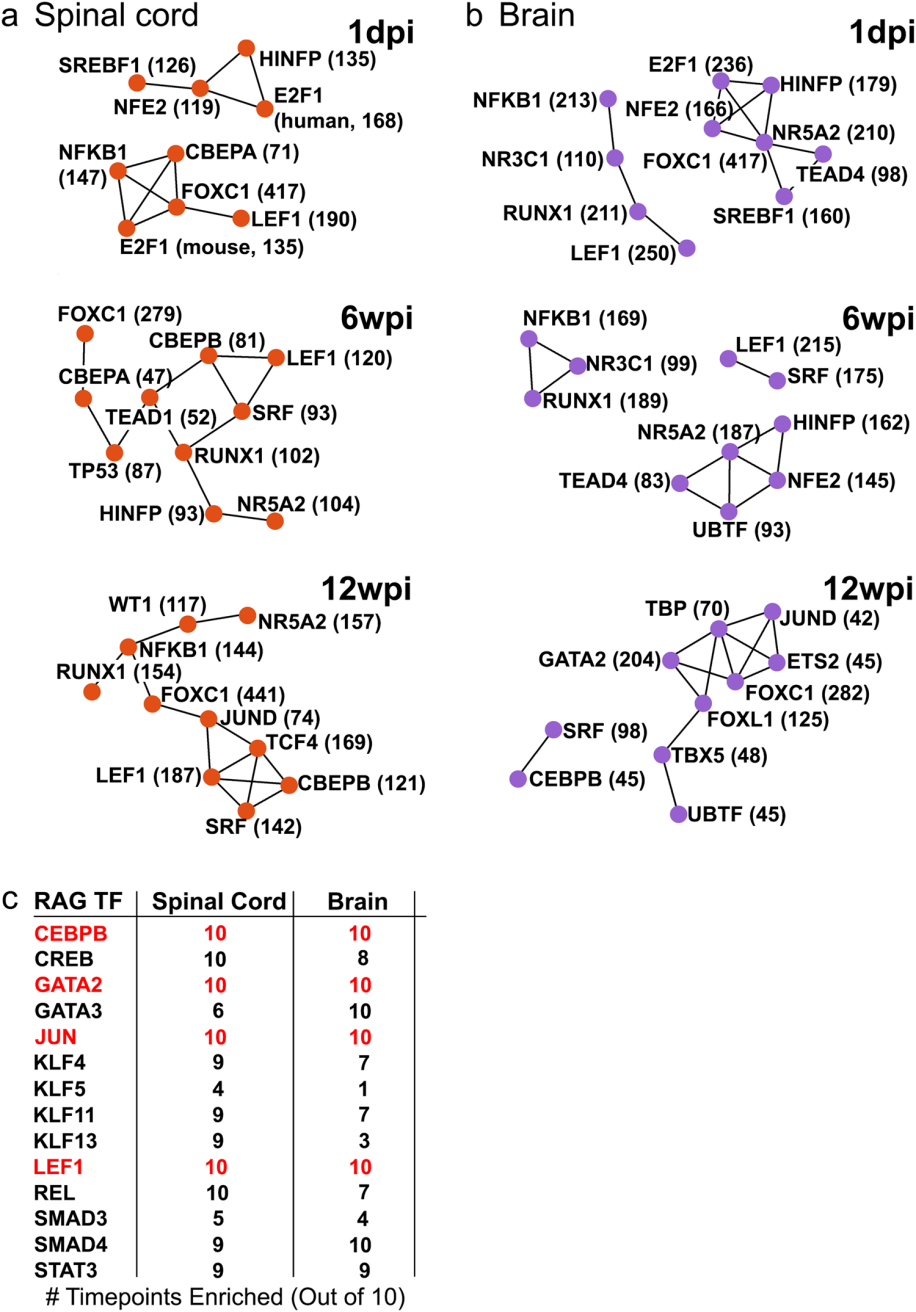
Transcription factors that are predicted to regulate differentially expressed genes. TRANSFAC/JASPAR was used to infer the transcription factors (TFs) that regulate differentially expressed genes at each time point. TF networks generated by TRANSFAC/JASPAR within Enrichr are shown for spinal cord (**a**) and brain (**b**) at 1dpi, 6wpi, and 12wpi. Values shown next to TFs indicate the number of targets that are differentially expressed at that time point. Only the most significant (Fisher’s exact test) TFs are shown for each network. (**c**) Regeneration associated genes (RAGs) predicted by TRANSFAC/JASPAR to regulate differentially expressed genes. Numbers indicate number of time points when that TF is significantly enriched (P ≤ 0.01, Fisher’s exact test). Red indicates the RAGs whose targets were differentially expressed in both tissues at all 10 post-injury time points, which include targets of the Wnt pathway.

We next examined SCI-induced expression changes in the RAGs themselves (Fig. 5)^40,44,45^. In the uninjured spinal cord and brain, individual RAGs were expressed at varying levels (Fig. 5a,b, left). 

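Regeneration associated genes (RAGs) are genes that neurons of the mammalian peripheral nervous system switch on when they regrow axons. The models listed on the RAG sheet of Table S2 ranged in uninjured cord from 0.251 CPM for the stress factor ATF3 (PMZ_0021004-RA) to 86.7 CPM for KLF7 (PMZ_0008885-RA). In uninjured brain they ranged from 0.456 CPM for ATF3 to 48.0 CPM for SOX11 (PMZ_0001911-RA). JUN (PMZ_0015901-RA) was expressed at 14.2 CPM in cord and 11.9 CPM in brain.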

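Table S2 lists 11 RAG models for spinal cord and 14 for brain. The authors' deposited table calls 9 of the 11 higher at 1 or more times in cord, the same 9 without 1dpi and 6wpi. In brain 12 of the 14 were called higher, of which 7 only at 1dpi or 6wpi. Of the measured models, 5 of 9 were 2-fold higher in cord at 6hpi, 7 of 11 at 3dpi, 7 of 11 at 2wpi and 1 of 11 at 12wpi. In brain 3 of 11 were higher at 6hpi, 11 of 14 at 1dpi, 5 of 12 at 3dpi, 5 of 13 at 6wpi and at most 3 at the other times. The brain libraries labelled 1dpi and 6wpi had tissue markers at the cord level. The sheets were chosen by the authors from the same 22 libraries. A list of RAG symbols written before the data were examined had a median log2-fold change of 0.64 at 1wpi, its highest in cord, over 22 models. In brain its median was 1.49 at 1dpi and 0.8 at 6wpi, in the libraries with markers at the cord level, and between 0.14 and 0.52 at the other times. Its slope over time did not pass (adjusted p = 0.419 in cord and 0.0972 in brain, limma's camera). Immediate early and stress factors (7 models) had medians of 2.02 at 6hpi and 2.29 at 3dpi in cord; their slopes did not pass either (0.207 and 0.619). EGR1 (PMZ_0018081-RA) was at 2.74 (95% counting interval 2.63 to 2.86) at 3dpi in cord.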

SCI induced significant upregulation of most RAGs at one or multiple time points in both spinal cord and brain, beginning as early as 6hpi (Fig. 5a,b, right). As expected, differentially expressed RAGs included many of the specific TFs that were predicted independently in the TRANSFAC analysis, including RAGs that intersect with Wnt signaling: JUN, KLF, REL, and SMAD family members (Fig. 5a,b). 

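SMAD7 (PMZ_0009528-RA), an inhibitor of TGF-beta signaling, was higher at 6hpi in both tissues, with log2-fold changes of 1.73 in cord (95% counting interval 1.43 to 2.07) and 1.69 in brain (1.39 to 2.05). KLF1 (PMZ_0020730-RA) changed by 2.22 (2.01 to 2.46) at 6hpi in cord. REL (PMZ_0002455-RA), a subunit of NF-kappa-B, changed by 1.94 (1.32 to 2.75) at 6hpi in cord from 37 counts to 34 in a library with less depth, and by 1.46 (0.97 to 2.08) at 6hpi in brain. In the library labelled brain 1dpi, whose tissue markers stood at the cord level, REL was at 2.4 (1.97 to 3.0). Counting intervals cover counting error in the 2 libraries only, not differences between animals.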

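ATF3 is a stress-induced factor that helps injured neurons enter a growth state. ATF3 (PMZ_0021004-RA) reached 19.8 CPM at 2wpi in cord, a log2-fold change of 6.04 (95% counting interval 5.6 to 7.12). The change was 1.17 at 6hpi (-0.03 to 2.59) and 0.5 in the library labelled 1dpi, whose tissue markers stood at the brain level, then 4.81 at 3dpi, 5.76 at 1wpi, 5.14 at 3wpi, 4.05 at 4wpi, 3.95 at 5wpi, 3.48 at 6wpi and 2.93 at 12wpi. In brain it peaked at 2wpi too, at 10.9 CPM and a change of 4.43 (3.98 to 5.25), and it was -0.44 at 6hpi and 1.19 at 12wpi. Among the RAG models of Table S2 these were the largest changes in either tissue. The paper presents ATF3 as the RAG with the strongest induction (Fig. 5a,b).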

Interestingly, ATF3, a member of the CREB TF family that promotes axon regeneration in mammalian PNS, as well as central axon branches in dorsal root ganglion neurons, was the most robustly induced RAG in both spinal cord and brain after SCI (Fig. 5a,b)^40,49,50^. In addition, homologs of JUN, SOX11, SMAD and REL, which along with ATF3, are positioned centrally within the core TF networks associated with mammalian PNS injury responses, were highly upregulated in spinal cord (Fig. 5)^40^. 

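JUN (PMZ_0015901-RA) reached 71.1 CPM at 6hpi and 88.2 CPM at 1wpi in spinal cord, log2-fold changes of 2.32 (95% counting interval 2.2 to 2.46) and 2.63 (2.53 to 2.75). SMAD6 (PMZ_0019675-RA) changed by 2.41 (2.09 to 2.78) at 6hpi. REL (PMZ_0002455-RA) was highest at 1wpi, at 3.57 (3.19 to 4.22). SOX11 (PMZ_0001911-RA) was highest at 2wpi, at 1.75 (1.66 to 1.84), and its second model SOX11-B (PMZ_0005983-RA) at 1wpi, at 2.74 (2.36 to 3.3).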

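In the library labelled brain 1dpi, JUN (PMZ_0015901-RA) was at 110.0 CPM, a log2-fold change of 3.2 (95% counting interval 3.09 to 3.34), and in that labelled 6wpi at 33.3 CPM and 1.48 (1.34 to 1.63). At the other times its highest change in brain was 0.94 (0.78 to 1.1) at 2wpi. KLF7 (PMZ_0008885-RA) changed by 1.76 (1.67 to 1.85) at 1dpi and 1.69 (1.6 to 1.78) at 6wpi, and SOX10 (PMZ_0020526-RA) by 1.44 (1.26 to 1.63) and 2.06 (1.9 to 2.24). At these times KLF7 had 97.9 and 92.8 CPM and SOX10 had 20.8 and 32.1 CPM, where uninjured cord had 86.7 and 28.3 CPM and uninjured brain 28.8 and 7.66 CPM. ATF3 (PMZ_0021004-RA) changed by 3.14 (2.64 to 3.97) at 1dpi and 3.47 (3.0 to 4.3) at 6wpi, and by 3.78 (3.33 to 4.61) at 1wpi as well. The tissue markers of these libraries stood at the cord level.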

In the brain, several RAGs were significantly upregulated specifically at 1dpi and 6wpi (Fig. 5b) reflecting broader patterns identified through hierarchical clustering (Fig. 2a). The temporal expression profiles for JUN and ATF3 were further validated using qPCR, including the upregulation of JUN at 1dpi and 6wpi in brain (Fig. 5c). Together, these data show activation of highly conserved molecular pathways in the lamprey after SCI that also accompany regeneration in the mammalian PNS.

**Figure 5:**
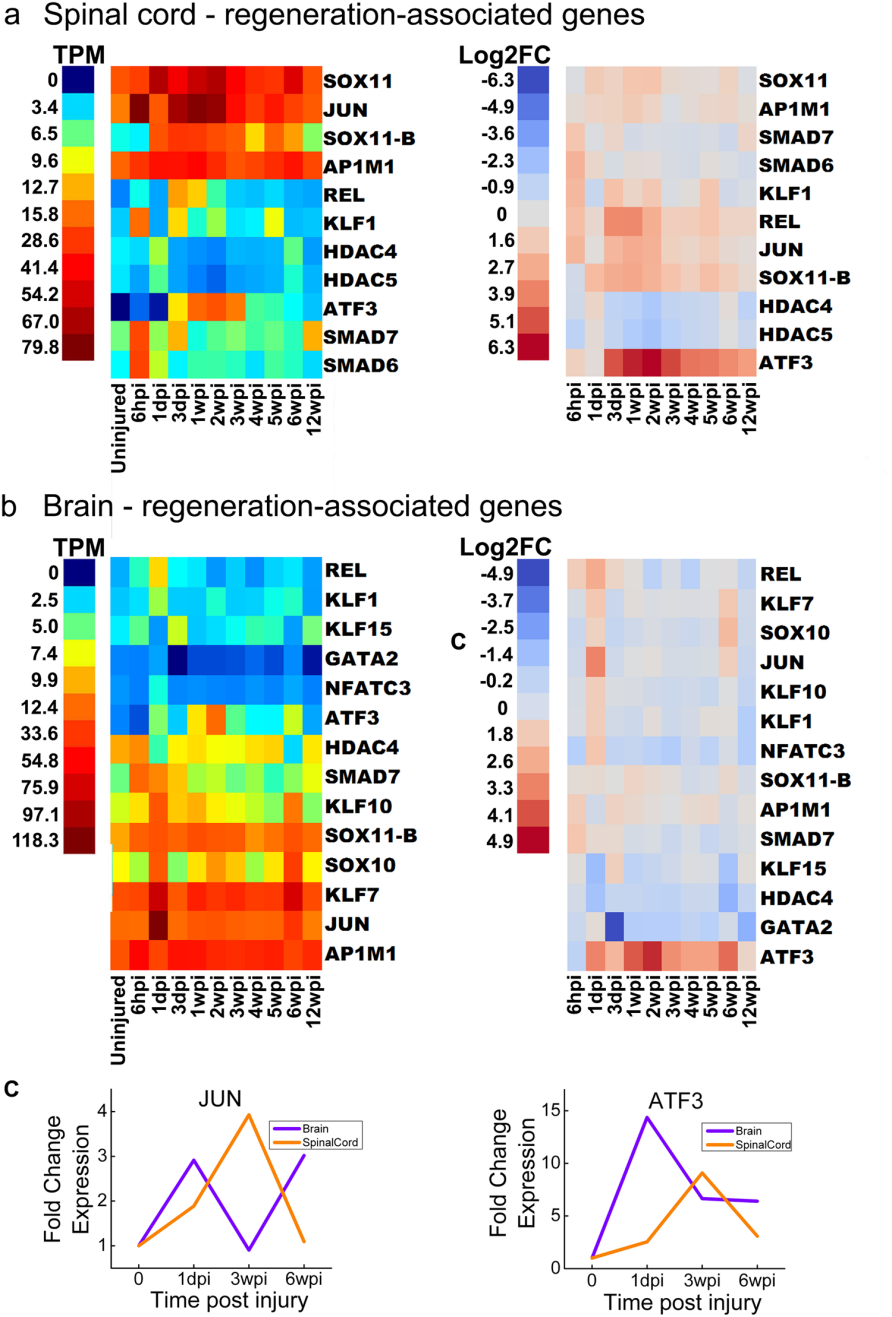
Temporal expression patterns of regeneration associated genes (RAGs). Heat maps generated from RNA-Seq data showing expression of genes that were differentially expressed at least once during the experimental time course for spinal cord (**a**) and brain (**b**). Left panels show expression data and right panels show log_2_-fold changes (FC) relative to the uninjured state. TPM = transcripts per million reads. Lamprey gene IDs and corresponding gene symbols are found in Supplementary Table S2. (**c**) qPCR data showing expression changes for JUN and ATF at 1dpi, 3wpi, and 6wpi, compared to uninjured controls (time 0).

We also examined gene expression profiles for other gene families commonly studied in the context of PNS or CNS regeneration, including axon growth and guidance (Supplementary Fig. S2), extracellular matrix (Supplementary Fig. S3), cell proliferation/death (Supplementary Fig. S4), ion channels (Supplementary Fig. S5), and immune function (Supplementary Fig. S6). Broadly speaking, many axonal growth-promoting transcripts were upregulated after SCI (*e.g*. SNAP25, activin receptor ACVR1), while growth-restricting transcripts were downregulated (*e.g*. RHOB, SLIT2/3, ROBO2/3) (Supplementary Fig. S2). 

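Regrowing axons need membrane fusion at their tips, for which SNAP25 is part of the machinery, and they are turned back by Slit proteins acting on Robo receptors. SNAP25 (PMZ_0000464-RA) was highest in cord at 1wpi, with a log2-fold change of 2.45 (95% counting interval 2.38 to 2.53), and in brain it was at 1.55 (1.43 to 1.67) at 6hpi. ACVR1 (PMZ_0010111-RA) was at 1.82 (1.77 to 1.88) at 1wpi in cord and 1.02 (0.94 to 1.1) at 6hpi in brain. RHOB (PMZ_0008511-RA) had 39 counts in uninjured brain and 1 at 6hpi, a log2 ratio with a counting interval from -10.0 to -2.1, and too few counts in cord to say. SLIT2 (PMZ_0023928-RA) changed by -1.04 (-1.44 to -0.69) at 1wpi in cord and -0.83 (-1.22 to -0.48) at 6hpi in brain. SLIT3 (PMZ_0022684-RA) went from 27 counts in uninjured cord to 1 at 3dpi (-9.51 to -1.56), and changed by -1.88 (-3.93 to -0.87) at 6hpi in brain. ROBO2 (PMZ_0001452-RA), of which there are 4 models, changed by -2.05 (-2.4 to -1.78) at 12wpi in cord and -1.42 (-1.71 to -1.17) at 6hpi in brain. ROBO3 (PMZ_0001460-RA) changed by -2.69 (-5.16 to -1.8) at 3dpi in cord and -3.06 (-5.46 to -2.13) at 6hpi in brain. Over the whole list of 7 slits and robos the median in cord was -0.57 at 3dpi and 0.92 at 3wpi, and in brain it lay between -0.83 and -0.16 at 9 of 10 times. Of 29 axon growth and guidance models of Table S2, the authors' deposited table calls 16 higher in cord at 1 or more times and 14 lower. In brain 22 of 38 were called higher, 15 of them only at 1dpi or 6wpi, and 16 lower. Slopes over time did not pass for slits and robos (adjusted p = 0.419 in cord and 0.0797 in brain, limma's camera) or for netrins and their receptors (0.428 and 0.103).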

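Neurofilaments fill axons and synapsins coat synaptic vesicles, so both report the state of neurons. In the library labelled brain 1dpi, NEFH (PMZ_0009827-RA) was at a log2-fold change of 1.83 (95% counting interval 1.79 to 1.86) and NEFL (PMZ_0016713-RA) at 2.48 (2.4 to 2.57). In that labelled brain 6wpi they were at 1.6 (1.57 to 1.64) and 1.48 (1.39 to 1.58). NEFM (PMZ_0008709-RA) was at -4.52 (-4.59 to -4.44) and -4.35 (-4.42 to -4.28) in the same libraries. SYN2 (PMZ_0007547-RA) was at 1.88 (1.73 to 2.05) at 1dpi and 1.03 (0.86 to 1.21) at 6wpi, and SYN3 (PMZ_0007549-RA) at 1.5 (1.31 to 1.71) at 1dpi. The tissue markers of these libraries stood at the cord level, and at the other 8 times none of NEFH, NEFL, SYN2 and SYN3 was 2-fold higher in brain. SEMA4D (PMZ_0002707-RA) was at 2.14 (2.04 to 2.24) in cord and 1.2 (1.06 to 1.35) in brain at 6hpi. SEMA3C (PMZ_0000264-RA) was at 2.13 (1.94 to 2.35) at 1wpi in cord. The semaphorin receptors PLXNB1 (PMZ_0015192-RA) and PLXND1 (PMZ_0021446-RA) were at 1.44 (1.2 to 1.71) and 1.45 (1.17 to 1.77) at 1wpi in cord, while PLXNA2 (PMZ_0020631-RA) was at -2.19 (-2.22 to -2.15) at 1wpi in brain. The median of 21 semaphorin, neuropilin and plexin models in cord lay between -0.54 (3dpi) and 0.37 (3wpi). Slopes over time did not pass for semaphorins, neuropilins and plexins (adjusted p = 0.252 in cord and 0.91 in brain, limma's camera), neurofilaments (0.876 and 0.619) or synapsins and synaptic vesicle genes (0.838 and 0.0972).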

We also observed an upregulation of neurofilaments (NEFH/L) and synapsin (SYN2/3) gene family members in the brain, as well as differential expression of semaphorins and their receptors (SEMA3/4/5, PLXN) in both tissues, which is in agreement with previously published lamprey SCI studies that used *in situ* hybridization to detect expression changes (Supplementary Fig. S2)^32,51–53^. Transcripts associated with ECM deposition and remodeling were generally upregulated [*e.g*. collagens (COL), laminins (LAM), ADAMs, TIMPs] (Supplementary Fig. S3). 

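After injury a scaffold of collagens and matrix glycoproteins fills the lesion, and proteases with their inhibitors reshape it. In spinal cord the median log2-fold change of 68 collagens was -0.84 at 6hpi, -1.88 at 1dpi, -0.87 at 3dpi and -0.46 at 1wpi, then 0.68 at 2wpi, 1.16 at 3wpi and 0.55 at 4wpi, -0.13 at 5wpi, -0.53 at 6wpi and 0.21 at 12wpi. Of these, the library labelled spinal cord 1dpi had tissue markers at the brain level, and only 32.0% of the markers lay nearer cord at 6wpi. At 3dpi 28 of the 68 were at least 2-fold lower and 1 higher; at 3wpi none was lower and 37 were higher. The collagen list rose over time in cord (median slope 0.229 per doubling of time, 61 of 68 models with a positive slope, adjusted p = 1.47e-22 from limma's camera), with 24 of 68 models past an adjusted p of 0.05 from edgeR when adjusted over the list alone. With an estimated correlation the adjusted p from limma's camera was 0.629. Of 75 named collagens only 5 are in Table S1. The others were named through tables that mostly list transcripts called in the first week in these same libraries. Models picked for an early change can give a shared slope, so the list is not independent of the data. With members from Table S1 alone it did not pass. Without the 1dpi and 6wpi libraries 60 of 68 slopes were positive (adjusted p = 1.2e-15 from limma's camera, 0.709 with an estimated correlation), but 0 of 68 models passed when adjusted over the list alone with edgeR, and 30 passed the unadjusted p, as with all libraries. The fibrillar collagen COL2A1 (PMZ_0003374-RA) went from 1010 CPM to 7260 CPM at 3wpi in cord, a change of 2.85 (95% counting interval 2.84 to 2.86), and COL6A1 (PMZ_0011345-RA) was at 2.71 (2.62 to 2.79) at 2wpi. COL1A1 (PMZ_0022742-RA), in contrast, was at -2.29 (-2.46 to -2.13) at 6hpi in cord and -1.75 (-1.85 to -1.66) in brain. Matrix glycoproteins rose in cord as well (29 of 39 models with a positive slope, adjusted p = 2.38e-06 from limma's camera, 6 of 39 when adjusted over the list alone; 0.879 with an estimated correlation), with a highest median of 1.35 at 2wpi. THBS2 (PMZ_0021128-RA) was at 4.05 (3.93 to 4.18) at 1wpi. The 9 laminins had medians of -1.26 at 3dpi and 0.89 at 3wpi, with LAMC1 (PMZ_0003217-RA) at 1.28 (1.18 to 1.39) at 3wpi. The 27 matrix proteases and inhibitors had medians between -0.21 and 0.41. Slopes did not pass for laminins (adjusted p = 0.419 in cord and 0.91 in brain, limma's camera) or for proteases and inhibitors (0.192 and 0.968). Among these, ADAMTS15 (PMZ_0022978-RA) was at 2.77 (2.6 to 2.97) at 3dpi, MMP15 (PMZ_0011516-RA) at 3.77 (3.53 to 4.11) at 2wpi and TIMP3 (PMZ_0007548-RA) at 3.93 (3.81 to 4.08) at 12wpi in cord and 2.4 (2.24 to 2.58) at 6hpi in brain. In brain the median of 56 collagens was 1.51 at 1dpi and 1.96 at 6wpi, in libraries whose tissue markers stood at the cord level, and lay between -0.36 and 0.1 at the other times. COL2A1 was at 2.61 (2.58 to 2.65) and 3.8 (3.76 to 3.83) in those libraries. The brain slopes did not pass for collagens (adjusted p = 0.525 from limma's camera) or matrix glycoproteins (0.533). In the authors' deposited table, 16 of 25 ECM models of Table S2 were called higher in cord at 1 or more times and 12 lower. In brain 24 of 27 were called higher, of which 18 only at 1dpi or 6wpi, and 4 lower.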

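Table S2 lists 26 proliferation models for spinal cord and 22 for brain. The authors' deposited table calls 24 of the 26 higher at 1 or more times in cord, the same number without 1dpi and 6wpi. In brain 14 of the 22 were called higher, 8 without 1dpi and 6wpi, and 9 were called lower at 1 or more times. By the 2-fold count, 14 models were higher in cord at 6hpi, 21 at 1wpi and 11 at 12wpi. In brain 8 were higher at 6hpi, 7 at 3dpi, 5 at 1wpi and at most 3 at 2wpi to 5wpi and at 12wpi; in the libraries labelled 1dpi and 6wpi, with tissue markers at the cord level, 7 and 8 were higher and 9 and 7 lower. Cyclin A2 (CCNA2, PMZ_0010907-RA) was at a log2-fold change of 4.5 (95% counting interval 4.16 to 5.09) at 1wpi in cord. In brain the mitotic kinase AURKA (PMZ_0008219-RA) was at 1.99 (1.76 to 2.26) at 6hpi and CCNB2 (PMZ_0008007-RA) at 2.83 (2.63 to 3.06) at 1wpi.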

Reflecting ongoing tissue repair, many cell proliferation related transcripts were highly upregulated after SCI in both spinal cord and brain (Supplementary Fig. S4)^16,18^. 

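Synuclein is a protein of nerve terminals. The lamprey model named SYNUCLEIN (PMZ_0006175-RA) was expressed at 60.6 CPM in uninjured spinal cord. It was at 174 CPM at 6hpi and 214 CPM at 12wpi, log2-fold changes of 1.52 (95% counting interval 1.45 to 1.59) and 1.82 (1.77 to 1.87). At the times between, the change was -0.33 at 1dpi, 0.28 at 3dpi, -0.41 at 1wpi, 0.41 at 2wpi, 0.56 at 3wpi, 1.0 at 4wpi, 0.53 at 5wpi and 0.6 at 6wpi. The cord library labelled 1dpi had tissue markers at the brain level, and that of 6wpi partly so.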

Interestingly, synuclein (SNCA) (Supplementary Fig. S4), a gene whose overexpression or mutation is linked to neurodegeneration in Parkinson’s disease, is upregulated in the spinal cord after SCI^54,55^. This increased expression may contribute to the accumulation of synuclein protein that occurs in a subset of lamprey neurons after SCI and leads to neurodegeneration, which we previously reported^31,56^. Several ion channel transcripts were also differentially expressed after SCI, likely reflecting substantial changes in neuronal excitability during regeneration and functional recovery (Supplementary Fig. S5). 

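Voltage-gated channels set how easily a neuron fires. Of 47 ion channel models that Table S2 lists for spinal cord, 31 were called lower at 1 or more times in the authors' deposited table and 16 higher, of which 11 only at 1dpi or 6wpi. In brain 17 of 37 were called lower and 21 higher, of which 14 only at 1dpi or 6wpi. Counted at 2-fold, 6 (5wpi) to 14 (2wpi and 3wpi) of the cord models were lower, and 1 to 3 were higher at the 8 times other than 1dpi and 6wpi. The calcium channel CACNA1H (PMZ_0008871-RA) was at a log2-fold change of -2.37 (95% counting interval -2.51 to -2.23) at 6hpi in cord. The sodium channels SCN2A (PMZ_0007297-RA) and SCN3A (PMZ_0020813-RA) were at -1.89 (-2.07 to -1.74) at 2wpi and -2.1 (-2.4 to -1.85) at 1wpi in cord. In brain the chloride channel CLCN2 (PMZ_0021296-RA) was at 1.75 (1.65 to 1.85) at 6hpi. In the libraries labelled brain 1dpi and 6wpi, whose tissue markers stood at the cord level, the potassium channel KCNF1 (PMZ_0015986-RA) was at 4.53 (4.19 to 5.05) and 4.45 (4.12 to 4.98), and KCNT1 (PMZ_0022671-RA) at -3.22 (-3.96 to -2.71) and -3.63 (-4.51 to -3.06). Over 63 channel models the median in cord went from 0.22 at 6hpi to -0.7 at 2wpi and -0.39 at 12wpi. Slopes over time did not pass (adjusted p = 0.0697 in cord and 0.533 in brain, limma's camera); without 1dpi and 6wpi the list fell in cord (adjusted p = 0.0171 from limma's camera, 0.928 with an estimated correlation).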

In mammals, the immune system has both beneficial and detrimental effects after SCI^57,58^. 

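Injury draws macrophages and microglia to the lesion, and they answer to chemokines and lipid mediators. In spinal cord the median log2-fold change of 9 cytokines, chemokines and receptors was -0.52 at 6hpi, 0.14 at 1dpi (a library with tissue markers at the brain level) and 1.92 at 3dpi, and that of 8 prostaglandin synthesis models -0.19 at 6hpi, 1.08 at 3dpi and 1.58 at 1wpi. IL8 (PMZ_0016236-RA) was highest in cord at 3dpi, at 2.84 (95% counting interval 2.74 to 2.96). CXCR4 (PMZ_0019068-RA), the receptor of CXCL12, was highest in cord at 3wpi, at 2.68 (2.48 to 2.93), and CXCL12 (PMZ_0008579-RA) was at 1.96 (1.84 to 2.09) at 3dpi. In brain IL8 was at 1.52 (1.37 to 1.68) at 3dpi. In the library labelled brain 1dpi, whose tissue markers stood at the cord level, IL8 was at 2.54 (2.4 to 2.7) and CXCR4 at 1.68 (1.45 to 1.94). ALOX5 (PMZ_0008184-RA), a lipoxygenase, was at 3.16 (2.84 to 3.63) at 1wpi and the prostaglandin E synthase PTGES3 (PMZ_0007812-RA) at 1.6 (1.56 to 1.64) at 2wpi in cord. TNFRSF17 (PMZ_0017377-RA), a receptor of lymphocytes, was among the 2 named models with the highest change at 3dpi in cord, at 6.1 (5.94 to 6.31). Macrophage, microglia and leukocyte markers had a median of 0.66 at 6hpi, 1.15 at 3dpi, 2.05 at 1wpi and 1.15 at 12wpi in cord and rose over time (11 of 12 models with a positive slope, adjusted p = 0.0256 from limma's camera; 0.879 with an estimated correlation, and 0.165 without 1dpi and 6wpi). In brain their slope did not pass (adjusted p = 0.959 from limma's camera). The NF-kappa-B list fell over time in brain (adjusted p = 0.00823 from limma's camera over 8 models, 3 when adjusted over the list alone; 0.858 with an estimated correlation), with a median of 0.74 at 6hpi and 0.0 at 12wpi, and did not pass in cord (0.668). Of its members named NFKBIE, PMZ_0014837-RA was at 3.62 (3.36 to 3.97) at 6hpi in cord. A different model of that name, PMZ_0001167-RA, was at 3.27 (3.1 to 3.48) at 6hpi in brain. The value of each in the other tissue is not given here. Slopes did not pass for cytokines (adjusted p = 0.428 in cord and 0.998 in brain, limma's camera), prostaglandin synthesis (0.428 and 0.619) or complement and coagulation (0.876 and 0.619). The authors' deposited table calls 15 of 17 immune models of Table S2 higher at 1 or more times in cord and 2 lower. In brain it calls 14 of 21 higher, of which 9 only at 1dpi or 6wpi, and 8 lower, with 34 higher and 24 lower calls over all times.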

In lamprey, robust immune system responses were observed, with cytokines (e.g. IL8) and chemokines (e.g. CXCR4) and prostaglandins, upregulated acutely after SCI (Supplementary Fig. S6). However, this does not inhibit the robust regeneration and functional recovery that is normally achieved in these animals (see Fig. 1). Notably, upregulation of prostaglandins after traumatic brain injury in zebrafish has been previously shown to enhance tissue repair and recovery^59^. Though this is far from conclusive, these data are consistent with a permissive or positive role for immune responses in recovery from SCI in lampreys.

### Wnt Signaling Pathways are differentially expressed after SCI and Necessary for Functional Recovery

Wnt pathways are involved in a variety of biological processes that may be relevant to SCI, including body plan patterning, contact-dependent signaling, cell proliferation, tissue development and regeneration, stem cell self renewal, and axon guidance^41–43,60–62^. There are 19 mammalian Wnt genes, many of which are conserved across species (including invertebrates) and interact promiscuously with their multimeric receptors involving Frizzled and LRRP proteins. Porcupine (PORCN) is an O-acyltransferase required for Wnt palmitoylation, maturation, and subsequent secretion^63,64^. Due to the important role of Wnts in various disease settings, including cancer, several small molecules have been identified that target PORCN or other Wnt pathway members^60,63,64^. The role of Wnt signaling after SCI in mammals is complex and still controversial given the observation of highly variable results among different rat and mouse models^42,43,65–67^. However, Wnts appear to be pro-regenerative after SCI in zebrafish and after tail injury in salamander^41,48,68,69^. In fact, Voss and colleagues recently demonstrated that incubation in C59, a drug that inhibits *PORCN*, blocked salamander tail regeneration^63,69^.

As discussed above, some of the RAGs (e.g. JUN) and other differentially expressed transcripts belong to or intersect with Wnt signaling pathways, both canonical (beta-catenin dependent) or non-canonical (beta-catenin independent) pathways. We identified a total of 121 and 101 differentially expressed transcripts related to Wnt signaling in spinal cord and brain, respectively (Supplementary Table S6). 

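Every row of Table S6 was found in the authors' deposited EBSeq tables at a PPDE of at least 0.95. The rows cover 121 different models in spinal cord and 101 in brain, the counts stated in the paper. The model counts recovered here give each of them a level, and the Wnt sheet of Table S2 names 28 for cord and 20 for brain. By the 2-fold count, 9 of the cord models were higher at 3wpi, the most at any time, and 10 of the brain models at 1dpi. The library labelled brain 1dpi had tissue markers at the cord level.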

Amongst these were transcripts encoding for a number of Wnt and Frizzled family members, as well as proteins involved in intracellular Wnt signaling (Fig. 6a,b). 

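Wnt proteins bind Frizzled receptors, and secreted inhibitors such as FRZB and SFRP1 hold them back. WNT10A (PMZ_0001867-RA) was at a log2-fold change of -2.69 (95% counting interval -3.0 to -2.44) at 3dpi in cord. WNT7A (PMZ_0017623-RA) and WNT7B (PMZ_0008788-RA) were at 1.55 (1.33 to 1.81) and 1.69 (1.45 to 1.97) at 3wpi in cord. SFRP1 (PMZ_0000988-RA) was at 2.12 (1.91 to 2.36) at 1wpi and FRZB (PMZ_0006148-RA) at 1.36 (1.28 to 1.45) at 3wpi in cord. Beta-catenin (CTNNB1, PMZ_0003976-RA, of which there are 4 models) was at 1.52 (1.5 to 1.54) at 1wpi in cord. In brain FZD2 (PMZ_0006259-RA) was at -1.26 (-1.34 to -1.19) at 6hpi. In the libraries labelled brain 1dpi and 6wpi, whose tissue markers stood at the cord level, FZD2 was at -3.14 (-3.28 to -3.01) and -2.96 (-3.1 to -2.84), WNT10A at 2.84 (2.63 to 3.09) and 2.53 (2.31 to 2.78), and FRZB at 2.57 (2.39 to 2.76) and 3.7 (3.54 to 3.88). In the authors' deposited table, 18 of 28 Wnt models of Table S2 were called higher at 1 or more times in cord, 6 of them only at 1dpi or 6wpi, and 11 lower. In brain 11 of 20 were called higher, 7 of them only at 1dpi or 6wpi, and 9 lower. Over lists written before the data were examined, the median of 15 Wnt ligands and receptors in cord lay between -0.56 (1dpi) and 0.23 (3wpi), and the sign at 1 time point changes on the log2(TPM + 0.5) scale. The median of 20 intracellular Wnt models lay between 0.25 and 0.56 at all 10 times. Slopes over time did not pass for ligands and receptors (adjusted p = 0.838 in cord and 0.619 in brain, limma's camera), secreted inhibitors (0.15 and 0.619) or intracellular members (0.876 and 0.815).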

KEGG analysis revealed how extensively the Wnt signaling pathways were represented amongst the differentially expressed transcripts in spinal cord and brain, as well as TCF/LEF1 that was identified by TRANSFAC/JASPR in the transcription factor networks (Fig. 6c). The number of Wnt related transcripts peaked acutely within the first week post-injury in both spinal cord and brain with additional increases at later time points (Fig. 7a). 

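Of the Wnt transcripts of Table S6, the authors' deposited table calls 16 at 6hpi in spinal cord (11 higher, 5 lower), 36 at 1dpi, 41 at 3dpi and 42 at 1wpi (28 higher, 14 lower). The later counts were 39 at 2wpi, 35 at 3wpi, 32 at 4wpi, 20 at 5wpi, 22 at 6wpi and 38 at 12wpi (12 higher, 26 lower). In brain the authors' calls were 22 at 6hpi, 46 at 1dpi (29 higher, 17 lower), 24 at 3dpi, 21 at 1wpi, 11 at 2wpi, 13 at 3wpi, 23 at 4wpi, 14 at 5wpi, 40 at 6wpi (22 higher, 18 lower) and 22 at 12wpi. Both highest brain counts belong to libraries whose tissue markers stood at the cord level; without these, the highest was 24 at 3dpi. With the 2-fold count on the Wnt sheet of Table S2, cord had 3 higher models at 6hpi, 6 at 1wpi and 4 at 12wpi. From these counts the paper states that the number of Wnt transcripts peaked in the first week (Fig. 7a).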

In light of these data, we decided to directly assess whether Wnt signaling has any effect on functional recovery after SCI in lampreys. We applied a single dose of the PORCN inhibitor C59 (10 μM) or vehicle to the spinal cord at the time and site of transection. Since *porcupine* is required for Wnt palmitoylation, secretion, and therefore activity, C59 potently inhibits Wnt signaling^63^. We then scored swimming behavior for 12 weeks, as in Fig. 1c. At 12wpi, when lampreys typically achieve full recovery, the animals that received C59 achieved an average movement score of 1.6 ± 0.6 and thus remained non-swimming or exhibited only brief uncoordinated swimming, while vehicle-treated animals achieved an average score of 3.33 ± 0.2 and swam in a coordinated sinusoidal wave (Fig. 7b).

**Figure 6:**
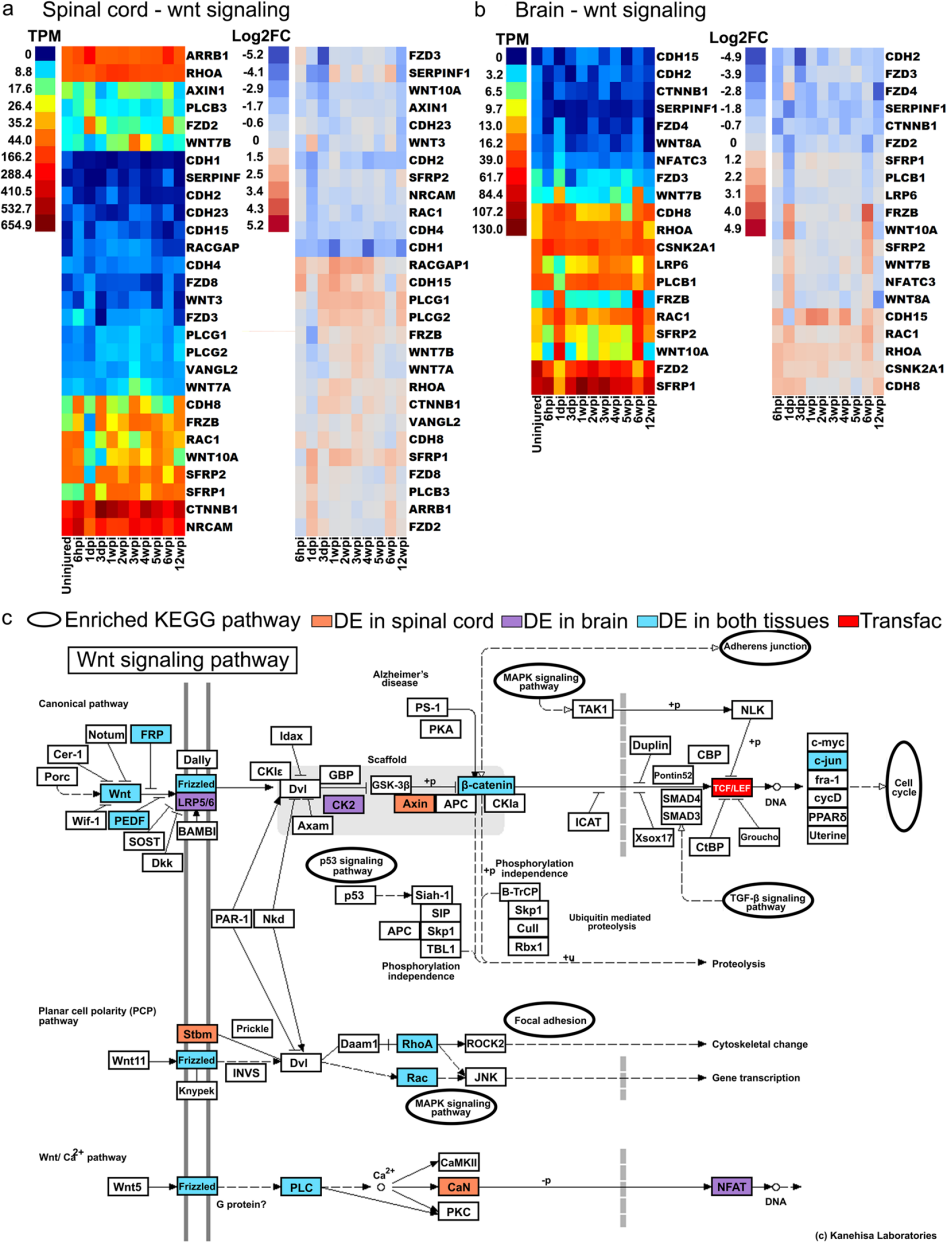
Differential expression of Wnt signaling pathway genes after spinal cord injury. (**a**,**b**) Canonical and non-canonical Wnt signaling pathways are shown. Genes that were differentially expressed at least once during the experimental time course are indicated in red (up) or blue (down) regulated. Heat maps showing expression of genes that were differentially expressed at least once during the experimental time course for spinal cord and brain. Left panels show raw expression data and right panels show log_2_-fold changes (FC) relative to the uninjured state. TPM = transcripts per million reads. Lamprey gene IDs and corresponding gene symbols are found in Supplementary Table S2. (**c**) KEGG analysis of the Wnt signaling pathways showing transcripts identified as differentially expressed in spinal cord (orange), brain (purple) or both (blue). KEGG pathway map 04310 is adapted here from http://www.kegg.jp/kegg/kegg1.html. The KEGG database has been described previously^93–95^.

**Figure 7:**
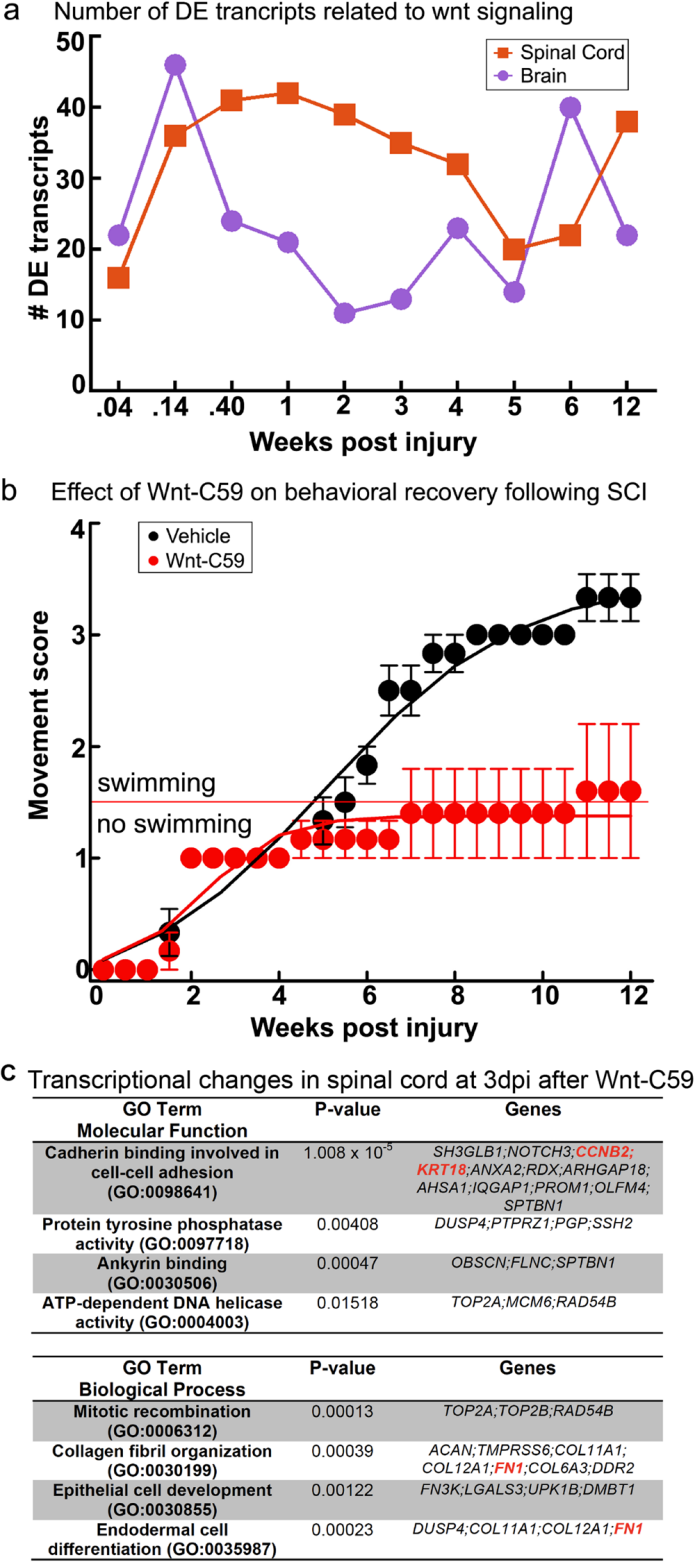
Blocking Wnt signaling inhibits functional recovery after complete spinal cord transection in lampreys. (**a**) Number of differentially expressed transcripts related to Wnt signaling over time. Lamprey gene IDs and corresponding gene symbols are shown in Supplementary Table S6. (**b**) Functional recovery (swimming) is inhibited in animals that were treated with Wnt-C59 (red), as compared to animals that were treated with vehicle (black) at the time and site of transection. Functional recovery was scored as in Fig. 1. Data points represent mean ± SEM (n = 5–6 animals per time point). (**c**) Transcriptional responses in spinal cord at 3dpi after C59 treatment. Gene ontology (GO) analysis is consistent with changes in cell adhesion, differentiation and proliferation.  Gene symbols in red indicate direct targets of the Wnt pathway. See also Supplementary Table S6.

To determine the molecular basis of these functional effects, and to confirm the efficacy of C59 in lampreys, we performed RNA-Seq on C59- and vehicle-treated lampreys at 3dpi, a period of rapid and dynamic change in the transcription of Wnt-responsive genes (Fig. 7a). Gene ontology analysis revealed significant expression changes in spinal cord transcripts that were related to cadherin and ankyrin binding; DNA replication and mitotic recombination; collagen and fibrin organization; and cell development and differentiation, all of which are affected by Wnt signaling (Fig. 7c)^70,71^. Individual transcripts that were differentially expressed in spinal cord after C59 treatment included direct targets of the canonical Wnt signaling pathway, such as cadherin (CDH2), claudin (Cldn19), cyclin (CCNB2), fibronectin (FN1), and keratins (KRT6a/8/18) (Fig. 7c; Supplementary Table S6). In brain, the differentially expressed transcripts included additional targets of Wnt signaling, such as axin (Axin1), Jagged (JAG2), JUN, keratins (KRT7/10), matrix metalloproteinase (MMP9), and T-box transcription factors (Tbr1; TBX20) (Supplementary Table S6). These data indicate that Wnt signaling plays a positive and crucial role early on during the process of functional recovery after SCI in lampreys, likely through effects on cell adhesion and proliferation.

## Discussion

Large-scale gene expression analyses are rapidly advancing our understanding of molecular responses in vertebrates to nervous system injury^38,40,72^. For example, a microarray study of mammalian cortical neurons revealed developmentally regulated genes promoting axon outgrowth and an RNA-Seq study showed that in comparison to mammalian CNS neurons, PNS neurons had greater expression of pro-regenerative genes (i.e. growth factors)^44,73^. Molecular responses to SCI in zebrafish, which recover after SCI, resembled injury responses in the mammalian PNS^5,38,40^. Similarly, in frogs and salamanders, SCI induced rapid molecular responses that support neural regeneration^39,74^. Despite these advances in knowledge, there are a number of fundamental questions that still need to be addressed. First, what are the most conserved molecular mechanisms that support spinal cord regeneration and functional recovery^2^? This requires unbiased molecular profiling of CNS regeneration in a basal vertebrate that recovers after SCI, such as the lamprey. Second, how do the molecular mechanisms that support functional CNS regeneration change over time? This requires a denser temporal sampling after SCI than has been reported previously, spanning the entire time course of recovery. Third, how extensive are the molecular responses to SCI in the brain, which contains the cell bodies of injured neurons with descending axons? This requires parallel analyses of supraspinal molecular responses after SCI, which has been greatly understudied. While recent studies in mammals have yielded exciting potential strategies such as manipulating microtubule dynamics, enhancing successful regeneration and functional recovery after SCI in mammals remains challenging, in part because our understanding of the conserved molecular pathways that promote these processes successfully in other vertebrate species and biological settings is incomplete^10^.

Here, we addressed these three questions by performing the first RNA-Seq analysis on spinal cord and brain during regeneration after SCI in the sea lamprey, a vertebrate that provides a critical perspective on the deep ancestry of all living vertebrates. The lamprey has long been appreciated to have the amazing capacity to regenerate and recover function after complete spinal cord transection. However, a relative paucity of molecular tools in the lamprey has largely limited studies of the molecular mechanisms underlying these abilities to a candidate gene approach^33,51,52,75–77^. The increasing ease of performing RNA-Seq, which uses direct sequencing without prior sequence information, is aiding a greater understanding of molecular responses in species with historically limited genomic resources such as lamprey^12,78,79^.

Results from this study reveal several key findings. First, these data reinforce lessons from the recent publication of the lamprey genome, which is that the lamprey CNS expresses homologs of a large number of mammalian CNS genes, indicating a high degree of molecular conservation across vertebrates^12^. Second, SCI in lamprey induces expression of many transcripts associated with regeneration in the mammalian PNS, illustrating the power of this organism as a model for identifying and studying highly conserved, fundamental, pro-regenerative molecular pathways^3,38–40,44^. Third, SCI induces rapid, robust, and long-lasting changes in gene expression in the brain, implicating supraspinal responses as a major component of anatomical and functional recovery. Fourth, late stages of functional recovery occur in a novel molecular context and are not a simple restoration to the uninjured transcriptional program. Fifth, Wnt signaling is necessary for functional recovery in the lamprey after SCI, justifying future studies aimed at elucidating the required aspects of the Wnt pathway.

One of the most surprising findings from this study is the robust and complex transcriptional responses occurring in the lamprey brain after SCI. Previous studies in lamprey revealed SCI-induced changes in expression levels of genes related to axon growth and guidance within the RS neuron somata located in the brain and in the tips of regenerating axons^33,51,52,76,77,80^. Here, we confirmed and extended these observations to demonstrate global supraspinal changes in gene expression throughout the course of functional recovery. As data increasingly indicate that it is possible to promote functional recovery in persons in the chronic phase of SCI, understanding supraspinal molecular responses that are consistent with neuroplasticity and regeneration, such as those described here, will be of increasing importance^81,82^.

Multiple independent bioinformatics analyses revealed that RAGs, many of which are members of the canonical and non-canonical Wnt signaling pathways, are differentially expressed after SCI in lamprey. ATF3 was the most highly induced RAG in both tissues (Fig. 5). In mammals, ATF3 enhances neurite outgrowth, partly by promoting effects of JUN^49,83^. Microarray analyses also revealed that ATF3 is upregulated after SCI in zebrafish^38^. Both ATF3 and JUN were identified as synergistic hubs in TF networks that promote regeneration of mammalian dorsal root ganglion neurons, peripheral neurons with high regenerative potential^40^. In mammals, Wnts plays a role in axon growth during development. However, the role of Wnts after SCI is still unclear because different injury models and use of multiple rodent species have resulted in conflicting data suggestive of both positive and negative roles^41–43,65–67^. As mentioned earlier, Wnts promote regeneration and recovery from injury in several non-mammalian vertebrates, including zebrafish, salamanders^48,68,69^ and now lampreys. Interestingly, Wnts were also recently shown to be differentially expressed during head regeneration in a hemichordate, suggesting that their functional roles are deeply evolutionarily conserved^84^. Future experiments are needed to determine the mechanism by which Wnt signaling promotes functional recovery, including an analysis of the affected cellular and molecular pathways.

Despite these important new insights, we acknowledge several limitations to this study. The current lamprey reference transcriptome is incomplete, and future iterations will incorporate germline-specific regions and more diverse transcriptomic datasets^12^. Also, the tools for functional genetic analyses in lamprey are not as well developed as in other SCI models. However, gene overexpression, morpholino and CRISPR/Cas9 knockdowns, as well as pharmacological agents, have already been used successfully to manipulate gene expression in lampreys, providing multiple avenues for additional functional analyses^53,56,85–89^. Furthermore, although we present here a complex molecular profile of transcripts expressed in the entire brain and spinal cord, which contains a wide array of cell types, future analyses will be greatly facilitated by determining the molecular programs that are specific to individual cell types or brain regions. Lastly, we used an inhibitor that targets secretion of all Wnts, so the precise components of this pathway needed to support regeneration after SCI requires further inquiry. Despite these considerations, this study provides broad mechanistic insights into conserved molecular pathways, including Wnt signaling, that promote anatomical and functional recovery after SCI in vertebrates.

## Methods

Experiments were performed on late larval sea lampreys (*Petromyzon marinus*, 10–13 cm; ~5–7 years old), in accordance with institutional IACUC regulations and included in experimental protocols approved by The Marine Biological Laboratory and The Feinstein Institute for Medical Research. Spinal cord transections, behavioral recovery scoring, and tissue histochemistry were performed as described previously^18,27^. To block Wnt signaling, Wnt-C59, (Selleckchem; Houston, TX) was added (10μM in 0.1% DMSO/PBS) at the time and site of spinal injury via a small piece of Gelfoam (Pfizer, NY, NY). Animals undergoing spinal cord injury and treated with vehicle (0.1% DMSO/PBS) were used as controls. These manipulations slowed the trajectory of functional recovery (Fig. 7b-vehicle), compared to recovery without any manipulations (Fig. 1c), which is due to insertion of the Gelfoam.

### RNA-Seq library preparation and sequencing

Brains (whole brains without olfactory lobes) and spinal cords (1 cm surrounding the lesion), were harvested from uninjured lampreys, and at 10 time points from 6 hours to 12 weeks post injury (Fig. 1a). Tissue was stored in RNALater and then homogenized, pooled by time point (n = 6 animals per time point), and total RNA (RIN > 8.4) extracted using Trizol. RNA-Seq libraries were created using TruSeq RNA Sample Prep Kit v2 (Illumina Inc., San Diego, CA), + Ribo-Zero Gold (Epicentre). RNA-Seq libraries (~250 bp) were sequenced using 100 bp paired end (pe) reads on the Illumina HiSeq Platform at the Genomics Core, Icahn School of Medicine at Mount Sinai (New York, NY).

### Statistical analysis of RNA-Seq data

The average number of RNA-Seq reads per timepoint was 135,742,182 in spinal cord and 139,024,579 in brain. Total RNA-Seq reads for all time points was 1,493,164,006 for the spinal cord and 1,529,270,374 for the brain. RNA-Seq reads were mapped against gene models from the publicly available lamprey genome (Ensembl; Pmarinus_7.0)^12^. Gene expression levels were estimated for all lamprey gene models separately for all time points, and tissues and were quantified from each time point using RNA-Seq by Expectation-Maximization (RSEM)^90^. The expression values (TPM) for all 24,272 gene models are provided in Table S1. Within the lamprey genome, more than one gene may be the presumptive homolog of a specific human or mouse gene and may represent split gene models or gene duplication events (recent and ancient)^12,91^. For preparation of figures, a single homolog was selected that maximized transcript length, expression (transcripts per million, TPM), and amino acid sequence identity with the corresponding mammalian homolog. BLAST results for a sample of transcripts are shown in Table S2. For clarity, data presented in the figures focus only on the annotated transcripts, unless otherwise specified. Following estimation of expression values, EBSeq was used to identify differentially expressed genes throughout the experimental time course^36,92^. Fold change estimates and corresponding Bayesian statistics are presented in Table S1. Genes were considered of interest for further analysis if they were determined to be differentially expressed by EBSeq with a posterior probability of differential expression (PPDE) of ≥0.95. JMP Statistical software (SAS) was used to create heat maps and to perform hierarchical clustering. To illustrate relative changes in transcript expression (Figs 5 and 6, Supplementary Figures S2–S6), fold change (FC) relative to uninjured values shown is the −Log_2_(PostFC) transformation of values generated by EBSeq. Deep sequencing and processed data sets were deposited in Gene Expression Omnibus.

### Enrichment analysis of RNA-Seq data

Genes were analyzed using the program Enrichr^37^. Enrichr uses official human and mouse gene symbols for its input data, and symbols used in our analyses were assigned on the basis of the published set of lamprey gene annotations^12^. GO terms that were concatenated for simplicity into larger related categories or categorized as “Other” in Fig. 3 are available in Table S4.

## Electronic supplementary material

Supplemental Information

Supplementary Table S1

Supplemental Table S2

Supplemental Table S3

Supplemental Table S4

Supplemental Table S5

Supplemental Table S6

Supplemental Table S7

Supplementary Video

How the deposited data were processed for this re-analysis (not part of the article)

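RNA-Seq libraries of sea lamprey spinal cord and brain were analysed: 22 libraries, 1 per tissue and condition, for uninjured animals and 10 times after transection. The libraries were grouped by the tissue and time point of their deposited labels. Pools of animals were sequenced, 6 by the paper's methods and 4 to 6 by the deposited description, so the spread between animals cannot be measured. Cord and brain of a time point came from the same animals by the paper's results; the time point as a block is an alternative for this. The paper states a RIN above 8.4 and the labels a RIN above 9.

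The authors made the deposited expected counts with RSEM (version not stated) from paired-end reads of libraries depleted of ribosomal RNA; these values are read counts per row with no normalization. The deposited TPM are scaled by the authors' RSEM run over all rows of a file, contigs included. The deposited FPKM, also from RSEM as the authors ran it, are scaled in the same way per length and reads. The authors' deposited EBSeq tables give for each time point the PPDE, the fold change and its posterior form for uninjured against injured. The 12wpi count tables hold gene models and a ribosomal RNA sequence; the other 20 also hold contigs, which took 75.1% to 81.6% of the counts. The contig rows, TPM and FPKM were not used for the results at the claims.

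Counts on gene models alone were recovered from the EBSeq tables: the EBSeq ratio of a transcript is that of normalized means with a pseudocount of 0.01, and with the 12wpi counts known, the uninjured counts and then those of each other time point follow. The recovered values were checked against the 0.01 grid of RSEM's rounding, which at least 99.992% in each library met. They were also checked against the TPM of Table S1, of which the first 1988 models are held here. The largest deviation was 0.249%, after division by the median ratio of each library, so this check covers relative levels only. Totals were 14221837 to 67289650 counts in spinal cord and 30837867 to 54067713 in brain. The 10 models with the most counts took 8.9% to 18.9% of the counts in cord and 9.6% to 19.3% in brain. At these depths 1 CPM is 14 counts in the smallest library, and intervals given for single models are 95% intervals for counting error in the 2 libraries compared.

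Models with at least 1 CPM in at least 3 libraries of a tissue were kept and normalized by TMM (edgeR 4.0.16, R 4.3.3). Time trends (log2 hours), the tissue-by-time interaction and injured against uninjured were tested with edgeR's quasi-likelihood test, with a Benjamini-Hochberg adjusted p under 0.05. The spread is that around the trend, or among the injured libraries, with the lone uninjured library assumed to vary like them. Log2-fold changes at single times used log2 CPM with a prior count of 2 and carry no p-value. The order of profiles in time was tested with a Mantel correlation and 100000 permutations, and cord against brain with exact permutations. The tests were run on simulated data with 200 changed models; the trend test found, of those changed 4-fold over the time course, 29.9% in cord and 43.3% in brain, and at 16-fold 92.5% and 95.5%. Other tools were limma 3.58.1, DESeq2 1.42.0, Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

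Symbols were taken from the paper's supplementary tables and cover 5027 models; the RefSeq list matched 0 of them. The part of Table S3 for 2wpi was left out, since 98 of 180 of its symbols matched those of Table S1. Gene lists were written before the data were examined, 35 in all, of which 33 had enough members; ephrins and erythrocyte markers did not. They cover proliferation, cell death, p53 targets, 3 parts of Wnt signaling, RAG symbols, immediate early factors, heat shock, collagens, laminins, matrix proteases, matrix glycoproteins, semaphorins, slits and robos, netrins, neurofilaments, synapsins, ion channels, cytokines, prostaglandin synthesis, NF-kappa-B, complement, ribosomal proteins, oxidative phosphorylation, cholesterol synthesis, and markers of macrophages, muscle, notochord, skin, photoreceptors, neurons and glia. Trends of lists were tested with limma's camera at a preset correlation of 0.01 among named models. The symbols were set in advance, but most members were named through tables of transcripts called in these libraries.

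The rule for naming genes was written before the data were examined: genes the paper names in its results, the RAG and Wnt models of Table S2, the 2 named models with the highest change and the 1 with the lowest at each time, the 5 largest changes of each test, and up to 4 members of each list. Values in the paper's tables count as seen. From the genes this rule gives, those with folds printed at the claims were picked after their values were seen; 2 of those picked are not reported here. Symbols shared by many models, such as DIS3 with 65 and USP36 with 52, were not used.

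Alternatives were RLE size factors, no filter on low counts, DESeq2, limma on log2(TPM + 1), library sizes with ribosomal RNA, each time point left out in turn, 1dpi and 6wpi left out together, other scales of time, distance and clustering, other prior counts and TPM pseudocounts, a PPDE of 0.99, an estimated correlation and fry for the lists, the time point as a block, and, chosen after seeing the data, the deposited contig-based counts and lists with members from Table S1 alone. Not analysed here are the transcription factor networks, the qPCR, the behavior and the Wnt inhibitor experiments.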

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

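The tests of the libraries labelled 1dpi and 6wpi, of depth, of the uninjured pools and of skeletal muscle were chosen after the result was seen; those of model length, of notochord and of other splits were set before. In 90 groups of 10 injured libraries (marker positions, distances, depth, counts of changed transcripts and list medians), the most extreme library was compared with the rest; 7 groups had one far from the others, where chance gives about 1 in 20.

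Tissue identity of 1dpi and 6wpi. The cord markers of the library labelled spinal cord 1dpi stood at -0.01, far from the other injured cord libraries, of which the next was at 0.75. The medians of Wnt secreted inhibitors at 1dpi in cord (-1.96, next -0.01), immediate early and stress factors at 1dpi in brain (2.19, next 1.07), RAG symbols at 1dpi in brain (1.49, next 0.8) and cytokines at 6wpi in brain (1.23, next 0.28) also stood apart and belong to these libraries. A response to injury at 1dpi would leave tissue markers in place, but 0.8% of them lay nearer cord in the library labelled spinal cord 1dpi, which argues against it, and cord RNA carried into a brain sample would leave brain markers well above the cord level, but they stood at 0.97 of the way to it. Crossed labels at 1dpi need both libraries out of place, and 97.4% or more of the markers lay nearer the other tissue in each; for brain 6wpi, 99.6% lay nearer cord, and in spinal cord 6wpi the recovered counts gave a cord share of 50.6% from cord markers, while its deposited contig-based table stood at the brain level (-0.03 for cord markers). In the deposited contig-based tables, 2 of 203 markers lay nearer cord in spinal cord 1dpi and 199 in brain 1dpi. At 6wpi it was 0 and 202. A candidate explanation is therefore that the tissue labels of these libraries do not hold, at 1dpi for both, and at 6wpi with a mixture in the recovered cord counts. The paper's qPCR of JUN in brain, not analysed here, shows an increase at both times. JUN was also higher in injured cord, with log2-fold changes of 2.32 at 6hpi and 2.63 at 1wpi. An increase of JUN would thus be seen with cord RNA as well, and the qPCR does not decide the question.

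Uninjured libraries. In cord all 54 transcripts past the threshold were lower after injury, and in brain 178 of 180 with edgeR; DESeq2 called 36 of 134 higher in cord and 143 of 477 in brain, and without 1dpi and 6wpi edgeR called 222 of 862 higher in brain, so the one-sided direction depends on these choices. A bias by model length is argued against by a correlation of 0.007 in brain and 0.039 in cord between length and mean change over all models, although the called models were shorter (median 632 in cord and 676 in brain, against 1034 and 1038 for all tested), and a difference in depth as a common cause by the brain, where 2 injured libraries were larger than the uninjured one (in cord 0). More models had a count in the uninjured library than in any injured one. In cord it was 23117, next 22811 at 3wpi, and in brain 23167, next 22400 in the library labelled 1dpi. The 2 larger brain libraries had 21629 (3dpi) and 21826 (12wpi). Whether this difference in detected models adds to the lower calls was not tested. With 1 uninjured pool per tissue, something particular to its animals or preparation cannot be told apart from a lasting response to injury, and among models with at least 1 CPM in 3 libraries, a filter other than that of the 2-fold counts, a shared control alone gave on average 47.1 simulated models at least 2-fold lower at all times in cord against 253 measured (40.0 against 237 in brain), and 47.4 higher against 47 measured (39.4 against 21 in brain), so an excess over a shared control was seen for lower models alone. With the deposited contig-based counts without 12wpi, 4 models were called in cord, 2 of them among the 54, and 57 in brain, 47 of them among the 180.

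Collagens in spinal cord. The slope of all 68 collagens had a median of 0.229. Skeletal muscle carried over with the cord would raise muscle markers, but their median slope was 0.018 over 31 models. Notochord or cartilage that held only the collagens of its list would leave other collagens flat, but the 54 outside that list had a median slope of 0.191 (quartiles 0.115 to 0.26, adjusted p = 2.14e-17 from limma's camera, 0.143 with an estimated correlation). The 4 notochord markers that are not collagens had -0.035. Carry-over of tissue that also holds the other collagens is not covered by this test. Connective tissue such as meninges was not tested and stays open beside matrix laid down at the lesion. Most collagens were named through tables of transcripts called in these libraries, and what this choice of members adds to the slope was not tested.

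Further values. Semaphorins, neuropilins and plexins at 3wpi in cord (0.37, next -0.07) and oxidative phosphorylation at 4wpi in brain (1.34, next 0.9) stood apart from the other times. Cord and brain differed by test in the mean of the proliferation list (0.84, exact permutation p = 0.00195) and of the cell death list (0.37, exact permutation p = 0.00391), the latter lost with the models of the paper's Table S2 sheet (-0.03, SD 0.88, 8 of 10 times higher in cord, exact permutation p = 0.922) through 1dpi and 6wpi, without which, in a test chosen after the data were seen, it was 0.36 (exact permutation p = 0.00781). In data the paper did not analyse, contigs held up to 81.6% of the counts of a deposited table (spinal cord 1dpi).

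For the tissue-by-time interaction, which called 0 models with edgeR, DESeq2 and limma (205 at the unadjusted p), 40 of 40 splits of the libraries, the real one included, gave at least as many, and the highest other gave 3281. With 0 models in the real split this holds whatever the data, so the count says nothing about chance. The 4 splits with any call all swapped 1dpi, 4wpi, 5wpi and 12wpi and kept 6wpi, which points to a structure of the samples; the cause was not tested.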

How the results depend on the processing

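The alternatives with deposited contig-based counts, with members from Table S1 alone, of the Table S2 calls and the 2-fold count at all times without 1dpi and 6wpi, and of both list choices together, of the Table S2 sheet models in cord against brain without 1dpi and 6wpi, of EBSeq calls on models with a symbol only, and of collagens outside the notochord list (its prediction written before its result was seen) were chosen after seeing the data; where no reason is given, the cause was not tested. Kept under every alternative were the interaction (0 models with edgeR in each setting, and 0 with DESeq2 and limma, each run in 1 setting; the count at the unadjusted p, 205, ranged from 47 with the rank of time to 1261 without 6wpi, and was 413 with the time point as a block), the difference in time order between tissues (exact permutation p of 0.262 to 0.828) and proliferation in cord above brain (0.63 to 0.93). Totals of 2-fold changed transcripts kept within 1.5 times under RLE, log2(TPM + 0.5), a prior count of 0.5 and ribosomal RNA in the library sizes in 20 of 20 cases each. Their higher and lower parts moved more in some cases. With log2(TPM + 0.5) the higher count went from 1015 to 627 in brain at 6hpi and from 1005 to 1631 in cord at 3wpi. Totals of EBSeq calls, and of those first called at 12wpi, kept within 1.5 times at a PPDE of 0.99 in 22 of 22 (over models with a symbol only, with symbols held in part, in 2 of 22). Higher calls alone moved more in some cases (315 to 187 in brain at 6hpi). The mean over time of list medians moved by less than their SD over time in 66 of 66 under RLE and log2(TPM + 0.5). However, 3 of 330 single medians in cord and 11 of 330 in brain changed sign with log2(TPM + 0.5). With models with a symbol only, EBSeq calls in cord were 448 at 6hpi, 1410, 1324, 1396, 827, 1020, 763, 910 and 1204 from 3dpi to 12wpi, and in brain 900 at 6hpi and 1102, 992, 798, 714, 948, 664, 1329 and 920 from 3dpi to 12wpi, with 105 in cord and 40 in brain first called at 12wpi. Of 142 named folds none reversed; 66 moved by more than their counting interval with log2(TPM + 0.5), 6 with RLE and 0 with a prior count of 0.5. Of the authors' Table S2 sheets, 9 of 16 counts of higher models moved without 1dpi and 6wpi. With no filter on low counts, time trends called 3 in cord, and injured against uninjured 133 in cord and 398 in brain. DESeq2 called trends for 98 in cord and 22 in brain, and injured against uninjured for 134 in cord (36 higher) and 477 in brain (143 higher); limma on log2(TPM + 1) called 1 trend in cord and, injured against uninjured in cord, 28. With deposited contig-based counts without 12wpi, 6 trends in cord were called, and injured against uninjured gave 4 in cord and 57 in brain; the deposited counts as they stand with 12wpi, which mix references, gave 1 trend in cord, 2 in brain, and 0 in cord and 42 in brain for injured against uninjured. Leaving out single times, which leaves fewer libraries, injured against uninjured ranged in cord from 24 (without 5wpi) over 25 (3dpi or 6wpi), 26 (6hpi or 1wpi), 28 (12wpi) and 96 (1dpi) to 161 (3wpi), and in brain from 103 (2wpi) and 111 (5wpi) to 553 (1dpi). The time order in cord ranged from 0.342 (4wpi) to 0.577 (6hpi), and its permutation p exceeded 0.05 without 1wpi, 2wpi, 3wpi, 4wpi, 5wpi, 6wpi or 12wpi; it was 0.376 with Spearman distances, 0.407 with log2(TPM + 1) and 0.259 with the rank of time (permutation p of 0.0511 to 0.0889). With deposited contig-based counts without 12wpi it was 0.713 in cord (permutation p = 0.00098) and 0.404 in brain (permutation p = 0.0626). In brain it was 0.102 to 0.446 with single times left out. Without 1dpi and 6wpi, injured against uninjured in brain gave 862 (222 higher), the time order in brain 0.445 (permutation p = 0.0165), and 973 brain transcripts were changed at all times, where fewer times must pass. The side of the first branching was kept by 8 of 11 cord and 9 brain libraries with TPM on no log scale, 10 cord libraries with log2(TPM + 0.1), 6 cord and 10 brain with each gene standardized, 9 and 10 with average linkage, and 9 and 10 with log2 CPM. With no filter, where more models are counted, 2-fold changes in cord were 7058, 6637, 7309, 7124, 6283, 4113, 4606, 5380, 5731 and 6276 from 6hpi to 12wpi, and in brain 7038, 7142, 6862, 5265, 5187, 4290, 5288, 5603, 7195 and 5899. With deposited contig-based counts they were 5817 at 6hpi, 3319 at 3wpi, 3573 at 4wpi, 3950 at 5wpi and 5522 at 6wpi in cord, and 5625 at 6hpi, 5681 at 3dpi, 4134 at 1wpi, 4368 at 2wpi, 3525 at 3wpi, 4422 at 4wpi and 4165 at 5wpi in brain. For the lists, values are adjusted p from limma, and a changed direction is that given by the set test; under fry and RLE the median slopes of these lists kept their sign. With an estimated correlation 0 lists passed in cord and 1 in brain: collagens 0.629, notochord 0.629, matrix glycoproteins 0.879 and macrophage markers 0.879 in cord and NF-kappa-B 0.858 in brain. With fry 0 passed in cord and 1 in brain: collagens 0.464, notochord 0.464, matrix glycoproteins 0.739 and macrophage markers 0.739 in cord and NF-kappa-B 0.305 in brain, and the test's direction, far from the threshold, changed for muscle 0.943 and neuron markers 0.943 in cord and heat shock 0.958, collagens 0.997, laminins 0.977, semaphorins 0.958, cytokines 0.868 and notochord 0.958 in brain. Without 1dpi and 6wpi downward slopes passed for proliferation (0.0046), immediate early factors (0.0185) and ion channels (0.0171) in cord and for proliferation (5.48e-07) in brain, none of which passed with all libraries; macrophage markers gave 0.165 in cord; the direction changed for neurofilaments 0.976, muscle 0.584, photoreceptor 0.825, neuron 0.943 and glia markers 0.976 in cord and for cell death 0.927, immediate early factors 0.581, semaphorins 0.805, cytokines 0.581, prostaglandin synthesis 0.581, notochord 0.545 and skin markers 0.805 in brain. With an estimated correlation as well, 0 lists passed in cord and 0 in brain: collagens 0.709, notochord 0.709, matrix glycoproteins 0.928, macrophage markers 0.928, and, with changed direction, neurofilaments 0.976, muscle 0.928, photoreceptor 0.949, neuron 0.963 and glia markers 0.976 in cord; NF-kappa-B 0.25, cholesterol synthesis 0.25, and, with changed direction, cell death 0.95, immediate early factors 0.85, semaphorins 0.85, cytokines 0.832, prostaglandin synthesis 0.832, notochord 0.85 and skin markers 0.85 in brain. With members from Table S1 alone, fewer lists and members, 0 of 17 passed in cord and 0 of 18 in brain: collagens 0.0688 and matrix glycoproteins 0.0581 in cord and NF-kappa-B 0.345 in brain, with changed direction for intracellular Wnt 0.97, NF-kappa-B 0.97 and muscle 0.97 in cord and matrix proteases 0.764 in brain. With RLE the test's direction changed for muscle in cord (0.99) and cytokines in brain (0.984). With the models of the authors' Table S2 sheet the cell death difference was -0.03 (exact permutation p = 0.922), and without 1dpi and 6wpi as well 0.36 (exact permutation p = 0.00781; proliferation 0.88). Collagens outside the notochord list gave 0.143 with an estimated correlation. The smallest library, cord 6hpi with 14221837 counts, limits ratios of models with few counts, such as ATF3 with 9 counts there.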

Differences from the paper's values

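All differences in counts of calls are between the paper's numbers and the authors' deposited EBSeq tables read at the paper's stated PPDE of at least 0.95, over all gene models; the paper's methods say that its figures focus on annotated transcripts unless otherwise specified. For transcripts first called at 12wpi, the paper's value is 238 in spinal cord, where 361 were counted, and 88 in brain, where 153 were counted; at a PPDE of at least 0.99, set before the data were examined, the counts of 283 and 117 no longer differ by more than 1.5 times. The paper's totals in Fig. 2, read by eye, against the counts here were in cord about 460 against 818 at 6hpi, about 1500 against 2269 at 3dpi, about 1400 against 2169 at 1wpi, about 1600 against 2566 at 2wpi, about 1100 against 1659 at 3wpi, about 1200 against 1891 at 4wpi, about 840 against 1353 at 5wpi, about 990 against 1596 at 6wpi and about 1500 against 2356 at 12wpi. In brain they were, in Fig. 2 and read by eye, about 930 against 1582 at 6hpi, about 1200 against 1946 at 3dpi, about 1000 against 1770 at 1wpi, about 880 against 1541 at 2wpi, about 800 against 1383 at 3wpi, about 1200 against 1944 at 4wpi, about 730 against 1261 at 5wpi, about 1500 against 2262 at 6wpi and about 1000 against 1778 at 12wpi. At a PPDE of at least 0.99, which is not the paper's threshold, none of these differs by more than 1.5 times. Over models with a symbol alone, chosen after seeing the data and at the paper's threshold, all 20 totals lie within 1.5 times of Fig. 2 (448 at 6hpi and 1204 at 12wpi in cord, 900 and 920 in brain), while those first called at 12wpi are 105 in cord and 40 in brain, below the paper's; many symbols come from the held part of the paper's own list of called transcripts, and the full annotation is not used here. The paper's mean reads per time point, 135742182 in cord and 139024579 in brain, stand against mean totals of 41504565 and 40297222 counts on gene models and ribosomal RNA; reads and counts are different measures, and no alternative was set for this value.

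The paper describes the uninjured profile as apart from all injured ones in both tissues. Here it shared a branch with injured libraries in 5 of 6 settings in each tissue and stood alone with TPM on no log scale. In brain, on log2(TPM + 1) and log2(TPM + 0.1), this branch held only uninjured and the libraries labelled 1dpi and 6wpi, whose tissue markers stood at the cord level. With average linkage uninjured joined last in a branch of 9 that held all brain libraries but 1dpi and 6wpi. Clustering without 1dpi and 6wpi was not run. The paper sets acute cord profiles (6hpi to 3dpi) apart from later ones; under the main setting 1dpi joined 6wpi and 3dpi joined 12wpi, while the Mantel correlation with time in cord was positive (0.444). For brain the paper states that clustering did not follow the course of recovery as it did in cord. The Mantel correlation in brain was 0.198, and 0.445 without 1dpi and 6wpi.

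The paper places the peak of cell death transcripts in brain at 3wpi, from shares of enriched GO categories, a different measure. Here the list's median was highest at 2wpi (0.5, against 0.23 at 3wpi). Of the models on the paper's own sheet 3 were 2-fold higher at 3wpi and at most 5 at the other times, apart from 16 at 1dpi and 11 at 6wpi, in libraries with markers at the cord level. By the authors' calls, 3 models of that sheet were higher at 3wpi, 3 at 6hpi and at most 2 at the other times, apart from 13 at 1dpi and 10 at 6wpi. In these calls 3wpi thus shared the highest count with 6hpi outside 1dpi and 6wpi. Proliferation transcripts are described as raised in both tissues; of 22 models on the brain sheet 14 were called higher at 1 or more times and 8 without 1dpi and 6wpi, and 9 lower, while in cord 24 of 26 were called higher; the brain medians of the list here were above 0 early on, as the paper has it, at 0.68 at 6hpi, 0.45 at 3dpi and 0.44 at 1wpi (percentile 100 of random lists), -0.38 in the library labelled 1dpi, and between -0.06 and 0.24 from 2wpi on. The paper describes matrix transcripts such as collagens and laminins as generally raised; in cord 16 of 25 models on its sheet were called higher, with 43 higher and 17 lower calls over all times, and in brain there were 55 and 13, as the paper has it, but in cord the median of 68 collagens was under 0 at 6hpi, 1dpi, 3dpi, 1wpi, 5wpi and 6wpi, and that of 9 laminins at 1dpi, 3dpi, 1wpi, 2wpi, 5wpi, 6wpi and 12wpi, of which the cord libraries of 1dpi and 6wpi had 0.8% and 32.0% of tissue markers nearer cord. Neurofilaments and synapsins are described as raised in brain; NEFH (PMZ_0009827-RA), NEFL (PMZ_0016713-RA), SYN2 (PMZ_0007547-RA) and SYN3 (PMZ_0007549-RA) were 2-fold higher in the library labelled 1dpi, the first 3 also at 6wpi, and none of the 4 at the 8 other times; the other 2 models named NEFH were 2-fold higher in brain at no time. The paper describes cytokines and chemokine receptors as raised acutely; in cord IL8 (PMZ_0016236-RA) was highest at 3dpi, but CXCR4 (PMZ_0019068-RA) at 3wpi, and the medians of the cytokine and prostaglandin lists in cord were under 0 at 6hpi (-0.52 and -0.19) but high at 3dpi (1.92 and 1.08), as the paper has it. Synuclein is described as raised in cord; its model (PMZ_0006175-RA) was higher than uninjured at 8 of 10 times, and lower at 1wpi (-0.41) and in the library labelled 1dpi (-0.33), whose markers stood at the brain level.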

Other observations

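Cells under stress make chaperones, and growing cells make ribosomes. The median of 27 heat shock and chaperone models in cord was 0.94 at 3dpi and 1.12 at 1wpi and fell to -0.87 at 12wpi; in brain, over 28 models, it was 1.26 at 3dpi, 1.85 at 1wpi and 1.44 at 2wpi, with -0.67 at 6hpi. The 22 ribosomal protein models had medians from 0.11 to 1.52 in cord, highest at 1wpi (percentile 100 of matched random lists) and lowest at 6wpi (26.5), and from 0.28 to 1.18 in brain, highest at 3dpi (99.2) and lowest at 6wpi (25.7), all against 1 uninjured library. Oxidative phosphorylation (13 models) lay between 0.45 and 1.34 in brain and between -0.23 and 0.71 in cord. Slopes over time did not pass in cord and brain for heat shock (adjusted p = 0.246 and 0.815, limma's camera), ribosomal proteins (0.246 and 0.0797) and oxidative phosphorylation (0.853 and 0.931).

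Cholesterol is needed for new membrane. The 5 cholesterol synthesis models fell over time in brain (0 of 5 with a positive slope, adjusted p = 0.000112 from limma's camera, 4 of 5 when adjusted over the list alone), from a median of 0.69 at 6hpi and 1.12 in the library labelled 1dpi to 0.18 at 12wpi; with an estimated correlation the adjusted p was 0.048, with fry 0.00115, and without 1dpi and 6wpi 0.0012 (0.25 with an estimated correlation). SC4MOL (PMZ_0019604-RA) was at a log2-fold change of 1.94 (95% counting interval 1.89 to 1.99) and HSD17B7 (PMZ_0013025-RA) at 1.5 (1.39 to 1.62) at 6hpi in brain. In cord the slope did not pass (0.0778).

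Markers of cell types that the dissected tissue could hold were followed as well. Notochord and cartilage markers had a median of 2.1 at 2wpi and 2.06 at 3wpi in cord and rose over time (15 of 18 with a positive slope, adjusted p = 1.27e-08 from limma's camera, 7 of 18 when adjusted over the list alone, 0.629 with an estimated correlation); most of the list are collagens, and in brain the slope did not pass (0.91). Slopes did not pass in cord and brain for markers of skeletal muscle (adjusted p = 0.99 and 0.0508, limma's camera), skin (0.668 and 0.815), photoreceptors (0.838 and 0.274), neurons (0.876 and 0.382) and glia and ependyma (0.419 and 0.931). Photoreceptor markers had medians of -3.5 and -2.9 in the libraries labelled brain 1dpi and 6wpi, and 1.17 and 0.8 in those labelled spinal cord 1dpi and 6wpi. Skeletal muscle markers had medians under 0 in cord at 9 of 10 times, down to -1.81 in the library labelled 1dpi and -1.51 at 12wpi, with 0.76 at 4wpi; in brain they lay between -0.47 and 0.51, with 0.98 at 4wpi. Vimentin (VIM, PMZ_0010749-RA) was at 5.18 (5.17 to 5.19) and 5.96 (5.96 to 5.97) in the libraries labelled brain 1dpi and 6wpi, and POMC (PMZ_0013666-RA) at 5.69 (5.5 to 5.94) in brain at 4wpi.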
